# Glucocorticoid regulation of ATP release from spinal astrocytes underlies diurnal exacerbation of neuropathic mechanical allodynia

**DOI:** 10.1038/ncomms13102

**Published:** 2016-10-14

**Authors:** Satoru Koyanagi, Naoki Kusunose, Marie Taniguchi, Takahiro Akamine, Yuki Kanado, Yui Ozono, Takahiro Masuda, Yuta Kohro, Naoya Matsunaga, Makoto Tsuda, Michael W. Salter, Kazuhide Inoue, Shigehiro Ohdo

## Abstract

Diurnal variations in pain hypersensitivity are common in chronic pain disorders, but the underlying mechanisms are enigmatic. Here, we report that mechanical pain hypersensitivity in sciatic nerve-injured mice shows pronounced diurnal alterations, which critically depend on diurnal variations in glucocorticoids from the adrenal glands. Diurnal enhancement of pain hypersensitivity is mediated by glucocorticoid-induced enhancement of the extracellular release of ATP in the spinal cord, which stimulates purinergic receptors on microglia in the dorsal horn. We identify serum- and glucocorticoid-inducible kinase-1 (SGK-1) as the key molecule responsible for the glucocorticoid-enhanced release of ATP from astrocytes. SGK-1 protein levels in spinal astrocytes are increased in response to glucocorticoid stimuli and enhanced ATP release by opening the pannexin-1 hemichannels. Our findings reveal an unappreciated circadian machinery affecting pain hypersensitivity caused by peripheral nerve injury, thus opening up novel approaches to the management of chronic pain.

## Abstract (web summary)

Neuropathic pain hypersensitivity is known to undergo diurnal variations, although the underlying mechanisms are not clear. Using a sciatic nerve-injury mouse model, the authors find such diurnal changes are mediated by glucocorticoid induced enhancement of ATP release from astrocytes via pannexin-1 hemichannels.

A variety of pathological conditions exhibit profound day–night changes in the symptom intensity with a large portion exacerbating and occurrence of grave events. Diurnal alterations in pain hypersensitivity have been confirmed in patients with cancer^1^,^2^, rheumatoid arthritis^3^, diabetic neuropathy^4^, fibromyalgia^5^ and multiple sclerosis^6^; however, the underlying mechanism remains unknown.

Pain hypersensitivity is often caused by peripheral nerve injury, which is associated with the hyperexcitability of neurons in the dorsal horn of the spinal cord^7^,^8^,^9^. Extracellular ATP in the spinal cord has been implicated in the development and maintenance of pain hypersensitivity after nerve injury^10^,^11^,^12^,^13^,^14^. This pain hypersensitivity is even evoked by a simple touch, pressure from clothing or gentle massage, which is also known as ‘mechanical allodynia'^15^,^16^.

In mammals, diurnal rhythms in physiological functions are governed by an internal self-sustained molecular oscillator referred to as the circadian clock^16^,^17^. The circadian clock system in mammals is composed of a master pacemaker, which is located in the suprachiasmatic nuclei (SCN) of the anterior hypothalamus, and subsidiary oscillators in other brain regions, as well as many peripheral tissues^18^,^19^. The times of the day-dependent changes in the secretion of glucocorticoids from the adrenal glands are controlled by the SCN^20^, which, in turn, synchronizes subsidiary oscillators to coordinate various biological processes, thereby generating daily rhythms in physiology and behaviour^21^,^22^.

Since the glucocorticoid receptor (GCR) is expressed in most cell types, including spinal neurons, microglia and astrocytes^23^,^24^,^25^, we investigated whether the diurnal secretion of adrenal glucocorticoids affects the threshold of mechanical allodynia in peripheral nerve-injured mice. Temporal elevations in glucocorticoid levels enhance the extracellular release of ATP in the spinal cord, which stimulates purinergic receptors on microglia in the dorsal horn. The stimuli of purinergic receptors decrease the threshold of mechanical allodynia. Serum- and glucocorticoid-inducible kinase-1 (SGK-1) mediates the glucocorticoid-enhanced release of ATP from astrocytes by opening the pannexin-1 hemichannels. Therefore, our findings reveal an underlying mechanism of diurnal exacerbation of neuropathic mechanical allodynia and also provide novel approaches to the management of chronic pain.

## Results

### Glucocorticoids govern diurnal exacerbation of mechanical allodynia

To determine the pathological relevance of the diurnal secretion of adrenal glucocorticoids in neuropathic hypersensitivity, we investigated the influence of adrenalectomy on the threshold of mechanical allodynia in nerve-injured mice. To achieve this, we prepared adrenalectomized (ADX) and sham-operated (sham) male ICR mice (Fig. 1). To induce neuropathic pain hypersensitivity, ADX mice underwent partial sciatic nerve ligation (PSL) in the right hindlimb. PSL is a well-established nerve injury model which produces pain hypersensitivity lasting >3 weeks^26^. All animals were maintained on a 12-h light–dark cycle (ZT, zeitgeber time; ZT0, lights on; ZT12, lights off). Plasma CORT (corticosterone) concentrations in animals that had not been subjected to nerve injury—naive mice—showed significant diurnal oscillations (*F*_5,30_=13.128, *P*<0.001; Fig. 1a, upper panel). The CORT levels increased from the late light phase to the early dark phase. A significant diurnal oscillation in plasma CORT levels was also observed in male sham+PSL mice on day 7 after nerve injury (*F*_5,30_=6.592, *P*<0.001; Fig. 1b, upper panel). No significant differences were observed in the rhythmicity of plasma CORT levels between sham+PSL and naive male mice.

We found that the withdrawal threshold of the ipsilateral hindpaw, but not that of the contralateral hindpaw, of male sham+PSL mice exhibited a significant diurnal oscillation (*F*_5,30_=5.482, *P*=0.011; Fig. 1b, lower panel). By contrast, no diurnal variation was noted in the paw withdrawal threshold in male naive mice (Fig. 1a, lower panel). The lowest level of paw withdrawal, that is, maximum pain hypersensitivity, in male sham+PSL mice occurred from the late light phase to the early dark phase (Fig. 1b, lower panel). The trough level of paw withdrawal corresponded to the peak in plasma CORT levels in male sham+PSL mice. This inverse relationship was observed between the threshold of mechanical allodynia and plasma CORT levels, for the entire 3-week observation period after PSL (Fig. 1e).

In contrast to naive and sham+PSL mice, there was no diurnal oscillation in plasma CORT levels male ADX+PSL mice (*F*_5,24_=1.271, *P*=0.309; Fig. 1c, upper panel); CORT levels remained low throughout the day. Furthermore, the withdrawal threshold of the ipsilateral hindpaw in male ADX+PSL mice did not decrease even after nerve injury (*F*_5,24_=1.131, *P*=0.371; Fig. 1c, lower panel), which was similar to the paw withdrawal threshold in the contralateral side. Although we continued to assess the paw withdrawal threshold of male ADX+PSL mice for 3 weeks after nerve injury, no decreases in the pain threshold were observed during the duration of the experimental period (Fig. 1f).

To determine whether pain hypersensitivity could be reproduced in male ADX+PSL mice, we administered CORT (500 μg kg^−1^ h^−1^, s.c.) to animals starting 3 days after PSL. We found that the withdrawal threshold of the ipsilateral paw decreased to a level that was not different from the minimum level in sham+PSL mice (Fig. 1d). By contrast, the administration of CORT had no effect on the withdrawal threshold in the contralateral paw. In these experiments, CORT was administered continuously and neither plasma CORT levels nor the withdrawal threshold of the ipsilateral hindpaw in CORT-administered male ADX+PSL mice showed a significant diurnal oscillation (*F*_5,24_=1.073, *P*=0.408 for CORT levels, *F*_5,24_=0.591, *P*=0.707 for pain threshold; Fig. 1d). We also detected significant diurnal variations in the threshold of pain hypersensitivity of female sham+PSL mice (Supplementary Fig. 1). Consistent with males, diurnal variations in pain intensity was dampened by adrenalectomy. Therefore, the decrease observed in the threshold of pain hypersensitivity in PSL mice and the diurnal variations in the hypersensitivity appeared to be dependent on diurnal oscillations in glucocorticoid levels.

Since purinergic receptors on microglia in the spinal cord are responsible for the induction of pain hypersensitivity evoked by a peripheral nerve injury^12^,^13^, the stimulation of spinal microglia by ATP is required for the development and maintenance of neuropathic pain hypersensitivity. Although an increase in the number of Iba1-positive cells, a marker of microglia, was observed in the ipsilateral side of the spinal cord in male sham+PSL mice (*F*_7,32_=6.550, *P*<0.001; Fig. 2a), no significant time-dependent changes were noted in the number of Iba1-positive cells. We also detected elevations in the mRNA levels of *interferon regulatory factor 8* (*Irf8*; *F*_7,36_=13.307, *P*<0.001; Fig. 2c), *P2ry6* (*F*_7,36_=7.586, *P*<0.001; Fig. 2f) and *P2ry12* (*F*_7,36_=9.544, *P*<0.001; Fig. 2g). We found no change in the mRNA levels for GCR encoded by *Nr3c1* gene (*F*_7,36_=0.347, *P*=0.926; Fig. 2b), *P2rx4* (*F*_7,36_=1.325, *P*=0.267; Fig. 2d) or *P2rx7* (*F*_7,36_=0.809, *P*=0.586; Fig. 2e) in the ipsilateral side of the spinal cord in male sham+PSL mice; moreover, their mRNA levels did not show significant time-dependent variations. A significant time-dependent variation in CORT levels was also detected in the spinal cord of male sham+PSL mice (Supplementary Fig. 2; Supplementary Method). Time-dependent increases and decreases in CORT levels in the spinal cord were similar to those observed in plasma. Although the time-dependent variations in CORT levels in the spinal cord was dampened in male ADX+PSL mice (Supplementary Fig. 2), adrenalectomy had a negligible effect on the PSL-induced increase in the number of Iba1-positive cells, as well as the expression of neuropathic pain-related genes in the ipsilateral side of the spinal cord. We also found an increase in the mRNA levels for *Irf8*, *P2ry6* and *P2ry12* in the inpsilateral spinal cord of female sham+PSL mice, and the PSL-induced molecular alterations were not modified by adrenalectomy (Supplementary Fig. 3). These results indicate that temporal elevations in glucocorticoid levels cause the diurnal oscillations in the threshold of pain hypersensitivity without affecting morphological or molecular alterations in spinal microglia.

### Glucocorticoids enhance ATP release from the spinal cord

Extracellular ATP in the spinal cord has been implicated in the development and maintenance of pain hypersensitivity after nerve injury^10^,^11^,^12^,^13^. Therefore, we also investigated whether temporary changes in glucocorticoid levels affected extracellular ATP release in the spinal cord of PSL mice. We prepared contralateral and ipsilateral spinal slices from L4-L5 lumbar segments of sham+PSL and ADX+PSL male mice at six different time points. The amount of ATP in the perfusate of the slices after incubation for 20 min was measured as an increase in ATP release. The increased amount of ATP was normalized to protein contents of the slices. The release of ATP from spinal slices prepared from male sham+PSL mice exhibited a significant diurnal oscillation with a peak from the late light phase to the early dark phase (*F*_5,30_=2.552, *P*=0.035 for the ipsilateral side; *F*_5,30_=2.049, *P*=0.048 for the contralateral side; Fig. 3a, left panel). Similar time-dependent variations were also detected in ATP concentrations in the cerebrospinal fluid (CSF) of sham+PSL mice (*P*<0.05; Supplementary Fig. 4a; Supplementary Method). This may have been due to diurnal variations in the release of ATP from cells in the spinal cord. The rhythmic pattern of spinal ATP release in male sham+PSL mice resembled the overall oscillation in plasma and spinal CORT levels (Fig. 1b upper panel and Supplementary Fig. 2). In contrast, the oscillation in ATP release from spinal slices of male ADX+PSL mice was severely dampened (Fig. 3a, right panel); the release of ATP from both the ipsilateral and contralateral sides remained low throughout the day (*F*_5,28_=1.158, *P*=0.369 for the ipsilateral side; *F*_5,28_=0.492, *P*=0.779 for the contralateral side). Time-dependent variations in ATP concentrations in the CSF were also diminished in female ADX+PSL mice (Supplementary Fig. 4b). Since the single subcutaneous administration of CORT (30 mg kg^−1^) to male ADX+PSL mice significantly enhanced ATP release from the ipsilateral and contralateral spinal slices (*F*_3,16_=3.755, *P*=0.042 for the ipsilateral side, *F*_3,16_=4.933, *P*=0.018 for the contralateral side; Fig. 3b), diurnal changes in glucocorticoid levels appear to govern the time-dependent oscillations in extracellular ATP release in the spinal cord.

The administration of CORT to male ADX+PSL mice significantly enhanced ATP release from both the ipsilateral and contralateral sides of the spinal cord. However, the withdrawal threshold of the ipsilateral hindpaw only decreased significantly after the administration of CORT (*F*_6,35_=2.356, *P*=0.042 for the ipsilateral side; *F*_6,35_=1.075, *P*=0.396 for the contralateral side; Fig. 3c). Due to the ability of glucocorticoids to enhance ATP release as well as produce mechanical allodynia in ADX+PSL mice, we also examined whether ATP was involved in the glucocorticoid-induced decrease in the threshold of pain hypersensitivity. The single intrathecal injection of ATP (30 nmol per mouse) to male ADX+PSL mice transiently, but significantly decreased the withdrawal threshold of the ipsilateral hindpaw (*F*_6,49_=3.964, *P*=0.002; Fig. 3d); however, ATP-induced decreases in the withdrawal threshold were not detected in the contralateral hindpaw (*F*_6,49_=0.518, *P*=0.792). Taken together, these results indicate the possibility that glucocorticoids decrease the threshold of mechanical allodynia in PSL mice by enhancing the extracellular release of ATP in the spinal cord.

To explore this possibility, we investigated whether CORT-evoked mechanical allodynia in ADX+PSL mice was attenuated by antagonists of purinergic receptors. In this experiment, all antagonists were intrathecally injected into ADX+PSL mice at 1 h before the administration of CORT (30 mg kg^−1^, s.c.). The withdrawal threshold of ispilateral hindpaw of male ADX+PSL mice after the CORT treatment was significantly decreased (*F*_23,90_=1.012, *P*=0.046; Fig. 3e), which was consistent with the results described above. The CORT-induced decrease in the pain threshold of the ipsilateral hindpaw in male ADX+PSL mice was prevented by pretreatment with the P2Y_12_ receptor antagonists, AR-C69931 (ref. 13) or AZD6140 (ref. 27) (*P*<0.05, respectively). On the other hand, neither 2′,3′-O-(2,4,6-trinitrophenyl) adenosine 5-triphosphate (TNP-ATP) (ref. 12), an antagonist of P2X1–4 receptors, nor MRS2578 (ref. 28), an antagonist of P2Y_6_ receptor, suppressed CORT-evoked mechanical allodynia in male ADX+PSL mice (Fig. 3f). The single intrathecal injection of AR-C69931 or AZD6140 also prevented PSL-induced decreases in the withdrawal threshold of ipsilateral hindpaw of male mice (*F*_14,75_=1.965, *P*=0.033; Fig. 3g). We also found that the P2Y_12_ receptor antagonists, AR-C69931, alleviated CORT- or PSL-induced mechanical allodynia in female mice (Supplementary Fig. 5). Since, the mRNA levels of *P2ry12* were significantly elevated in the ipsilateral spinal cord of both male and female ADX+PSL mice (Fig. 2g), P2Y12 receptors appeared to be involved in the glucocorticoid-induced decrease in the threshold of mechanical allodynia in ADX+PSL mice.

### Glucocorticoids induce exacerbation of mechanical allodynia via SGK-1

Glucocorticoids modulate the physiology of the cell by activating or repressing the expression of its target genes^29^. Therefore, we hypothesized that glucocorticoids caused diurnal oscillations in spinal ATP release by inducing specific genes. 

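RNA from lumbar spinal slices (L4 to L5) of male ICR mice, an outbred stock, was prepared on day 7 after partial sciatic nerve ligation (PSL) and hybridized to 1-colour arrays of 60-base probes. There was 1 array each for sham+PSL mice at ZT10, sham+PSL mice at ZT22, adrenalectomized (ADX) and ligated mice (ADX+PSL) at ZT10 and ADX+PSL mice at ZT22, and the 4 arrays lay on 1 slide. No condition had a replicate array, so a difference between 2 arrays includes the differences between mice and between slices, and the number of arrays limits the precision. The authors' image analysis gave each spot of an array a background-corrected signal intensity on the linear scale, its error, and a flag for spots well above background. The 43020 spots that are not controls were log2-transformed and quantile-normalized over the 4 arrays, and the spots of a probe were averaged, which gave a level in arbitrary units for each probe. Between 25658 probes (65.1%, ADX+PSL at ZT22) and 27652 probes (70.1%, ADX+PSL at ZT10) were well above background. For probes well above background on both sham+PSL arrays, the spot error of a log2 ratio between them had a median of 0.20. This error is the one the image analysis assigned to each spot and is no spread measured between spots or mice. It was nearly the same for bright probes, at 0.204 for *Sgk1*, *Gfap* and *Actb* alike. A probe was counted as higher or lower at ZT10 by the Z-score and ratio limits of the paper's methods, with Z taken as the log2 ratio minus its mean over all probes, divided by its SD (0.60 in sham+PSL and 0.56 in ADX+PSL). With this SD, a Z-score of 2 was reached at a ratio of 2.30 in sham+PSL and of 2.19 in ADX+PSL.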

To screen for glucocorticoid-regulated genes whose expression in the spinal cord exhibited diurnal oscillations, we performed oligonucleotide microarray analyses using RNA isolated from the spinal cords of male sham+PSL or ADX+PSL mice at ZT10 and ZT22, times at which plasma glucocorticoid levels in sham+PSL mice peaked and declined, respectively (Fig. 1b). 

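In sham+PSL mice, 607 probes were higher at ZT10 than at ZT22 and 561 were lower. In ADX+PSL mice, 577 probes were higher at ZT10 and 459 were lower. These counts are of probes well above background on the brighter array of each pair. The alternative that moved the sham+PSL counts most in proportion was the mean signal without background correction, under which 126 probes were higher and 146 were lower. Over the 25012 probes well above background on all 4 arrays, the log2 ratio of ZT10 to ZT22 in sham+PSL and that in ADX+PSL had a Pearson's r of 0.11 and a Spearman's rho of 0.07, across probes, which are not independent replicates.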

Three criteria were applied to select diurnal cycle-dependent glucocorticoid-regulated genes in the spinal cord. 

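The Z-score and ratio limits of the paper's methods apply to differences between samples, and the 3 criteria were set with them as follows. A probe had to pass the upper limits in sham+PSL, to pass neither limit in ADX+PSL, and to have a lower mean level over the ADX+PSL arrays than over the sham+PSL arrays. With these limits 445 probes passed, which carry 440 gene names. Probes and transcripts that lack a gene symbol are counted under their own names. When each other array in turn was taken as the high array, 379 probes passed for sham+PSL at ZT22, 379 for ADX+PSL at ZT10 and 291 for ADX+PSL at ZT22. Of the 445 probes, 371 (83.4%) were not well above background on the sham+PSL ZT22 array, 330 (74.2%) were not well above background on any other array, and 59 were well above background on all 4 arrays. Among the 10 genes outside Table 1 with the largest ratios, *Myh8* was 8.46-fold, *Tnnt3* 7.13-fold, *Hif3a* 6.86-fold and *Smr2* 6.40-fold higher at ZT10 than at ZT22 in sham+PSL. The others were not well above background at ZT22 and give lower bounds against the lowest signal called well above background on that array. *B930053N02Rik* was at least 10.8-fold, *Adam34* at least 6.66-fold, *Znrf4* at least 6.25-fold, a probe without a gene name at least 6.18-fold, *Snhg8* at least 5.97-fold and *4930486L24Rik* at least 5.83-fold higher.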

(1) Sham+PSL at ZT10>Sham+PSL at ZT22; (2) ADX+PSL at ZT10≒ADX+PSL at ZT22; and (3) Sham+PSL>ADX+PSL. 

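The array carries probes for 25 of the 25 accessions listed in Table 1, and 19 of the 25 genes had a probe that met all 3 criteria. Levels below are those of the probe with the highest mean level for each accession. The remaining 6 genes were under the Z-score limit in sham+PSL. Of these, *Sgk1* and *Mfap5* had ratios of 2.22 and 2.02, *Pcolce* and *Ehmt1* both had 1.80, *Tagln2* had 1.65, and *Ajap1* had 1.07 on its brightest probe. With a ratio limit of 1.5 and no Z-score, 25 of the 25 genes met the criteria, and with signals well above background required on all arrays, 11 did. Among the muscle genes, *Myh4* had a level of 813 on the sham+PSL ZT10 array and was not well above background on the other arrays, and it was at least 44.5-fold higher at ZT10 than at ZT22 in sham+PSL. *Tnnc2* had levels of 515 in sham+PSL at ZT10, 29.7 in sham+PSL at ZT22, 31.6 in ADX+PSL at ZT10 and 40.8 in ADX+PSL at ZT22, a ZT10/ZT22 ratio of 17.3 in sham+PSL. *Myl1* had a ratio of 14.8 and *Tnni2* of 3.64. Of 16 other fast skeletal muscle genes well above background on at least 1 array, 12 were also higher on the sham+PSL ZT10 array than on each other array. The probes of 5 *Xlr* genes lie between 70352978 and 70532113 on chromosome X (mm9). *Xlr5c* was at least 9.54-fold, *Xlr5a* at least 9.33-fold and *Xlr5b* at least 8.98-fold higher at ZT10 in sham+PSL, while *Xlr4b* had a ratio of 4.26 and *Xlr3b* of 2.43. The matrix genes *Mfap4* and *Mfap5* and the collagen-processing gene *Pcolce* belong to a list of 24 meningeal fibroblast genes of which 22 were lower on both ADX+PSL arrays than on both sham+PSL arrays, and *Mfap4* had a ratio of 2.91. Other ratios were 4.94 for *H2-Aa*, 4.03 for *Cbr2*, 3.22 for *Cytl1* and 2.55 for *Adh1*, and *Vmn2r81* was at least 3.91-fold higher. The array has a second probe for several of the genes. *Exoc4*, *Cblb* and *Ajap1* had ratios of 1.12, 1.10 and 1.07 on their brightest probes and of 5.53, at least 3.52 and 1.82 on another probe. For *Dcxr* the probes gave 4.36 and 0.640, and for *Tagln2* they gave 1.65 and 0.674. The brightest probe of *Bank1* was not well above background on either sham+PSL array, and its other probe was at least 5.58-fold higher at ZT10. For *Xlr3b* the probes gave 2.43 and 2.33, and for *Ehmt1* they gave 1.80 and 1.57. From genes that are higher at ZT10 in sham+PSL mice, change little with time after adrenalectomy and are lower overall in ADX+PSL mice, the paper reasons to a set of candidates whose time-dependent expression in the spinal cord is regulated by glucocorticoids.

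**Figure D1:**
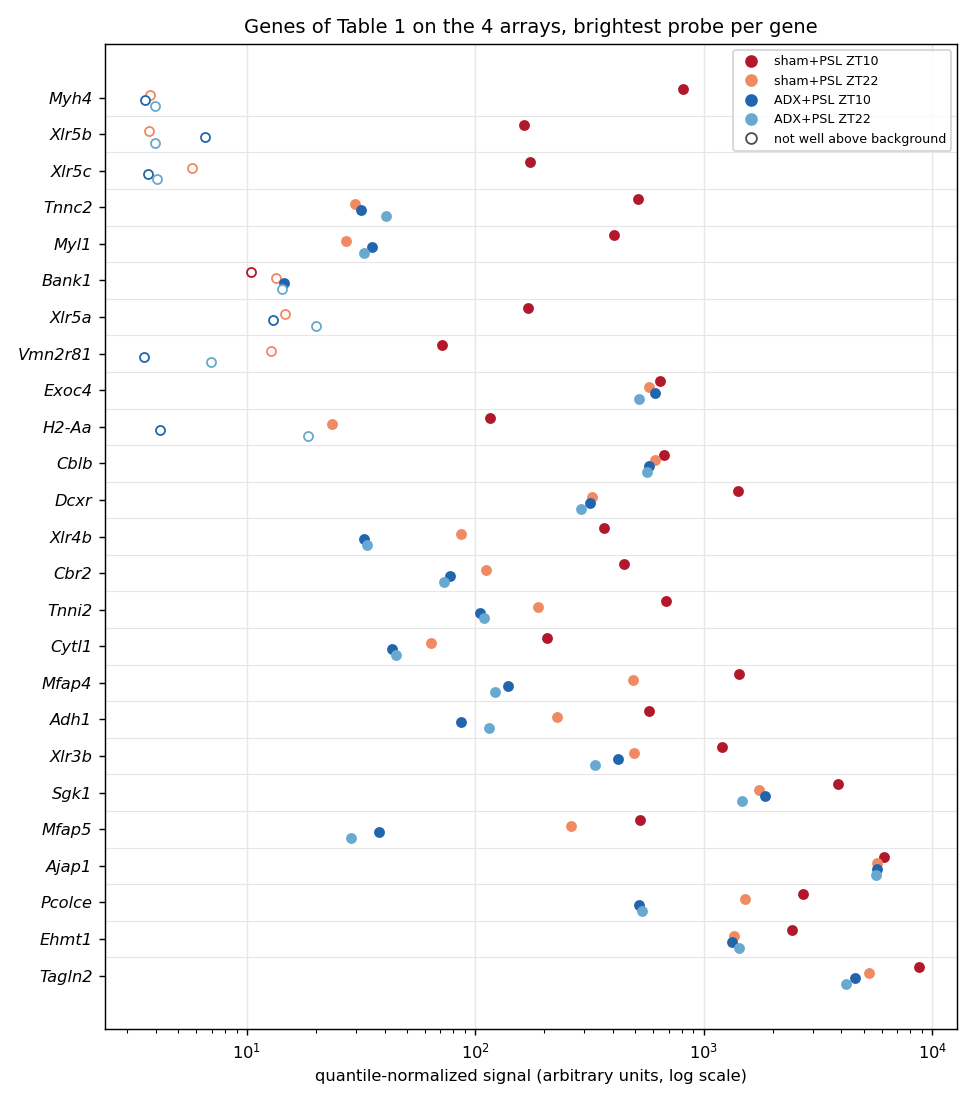
Quantile-normalized signal (arbitrary units, log axis) of the brightest probe of each gene of Table 1 on the 4 arrays, with 1 array per condition. Open circles are spots not well above background, as for *Myh4* on 3 of the 4 arrays.

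**Figure D2:**
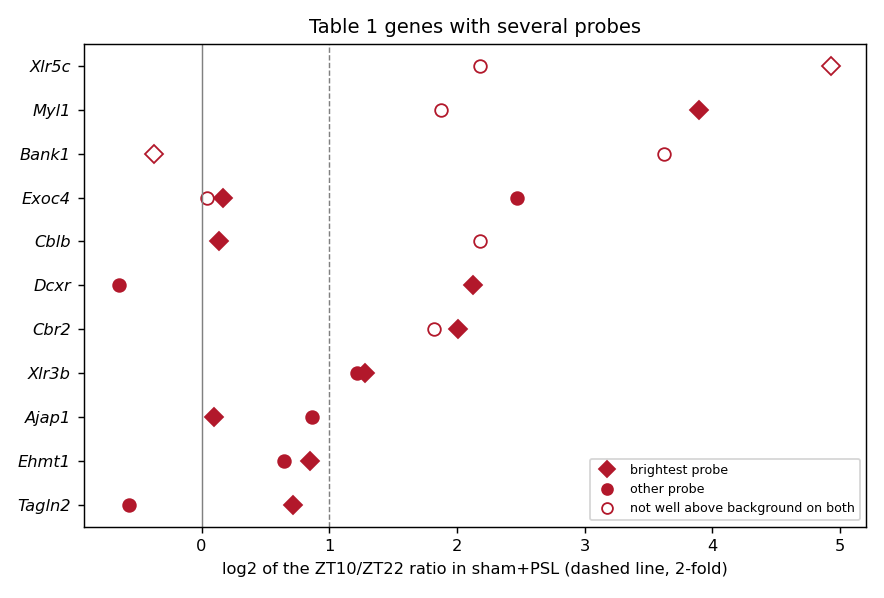
The log2 ratio of ZT10 to ZT22 in sham+PSL for each probe of the Table 1 genes that have several probes. Diamonds are the brightest probes, circles the others, and open symbols are not well above background on both arrays. The *Dcxr* probes lie at 2.12 and -0.64.

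**Figure D3:**
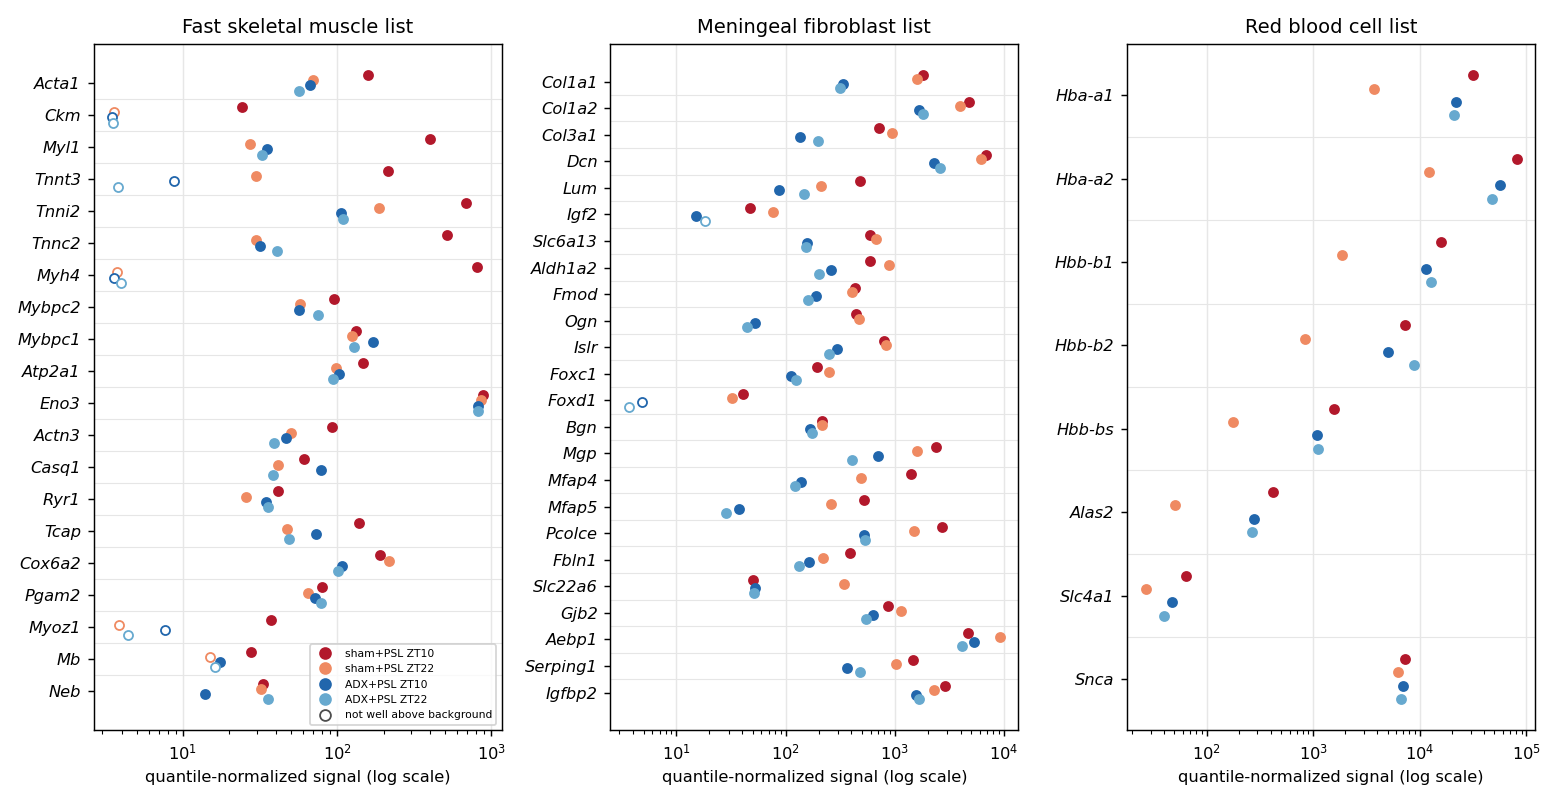
Quantile-normalized signal (arbitrary units, log axis) on the 4 arrays of genes in the fast skeletal muscle, meningeal fibroblast and red blood cell lists that are well above background on at least 1 array. Each point is 1 array, and open circles are not well above background.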

From this analysis, we identified 25 genes as candidates for diurnal time-dependent glucocorticoid-regulated genes expressed in the spinal cord (Table 1). 

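*Sgk1* had 1 probe on the array, well above background on all 4 arrays. Its level was 3874 in sham+PSL at ZT10, 1743 in sham+PSL at ZT22, 1843 in ADX+PSL at ZT10 and 1463 in ADX+PSL at ZT22. The log2 ratio of ZT10 to ZT22 was 1.15 in sham+PSL and 0.33 in ADX+PSL, each with a spot error of 0.20. The Z-score of the sham+PSL ratio was 1.92 over all probes, under the limit of 2, and 4.43 when computed within 20 bins of signal intensity. Over the alternatives of normalization and background correction the ratio lay between 2.22 and 2.37 in sham+PSL and between 1.17 and 1.31 in ADX+PSL. *Sgk1* met the criteria with the Z-score taken within intensity bins, with the ratio alone, with a ratio limit of 1.5, with normexp background correction and with the mean signal without background correction, and it did not meet them with the other normalizations and filters tried. Over 24 other glucocorticoid-response genes, the median log2 ratio of ZT10 to ZT22 was 0.23 in sham+PSL and 0.29 in ADX+PSL. *Fkbp5* had log2 ratios of 0.33 and 0.36 and *Tsc22d3* of 0.23 and 0.27 in sham+PSL and ADX+PSL, respectively.

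**Figure D4:**
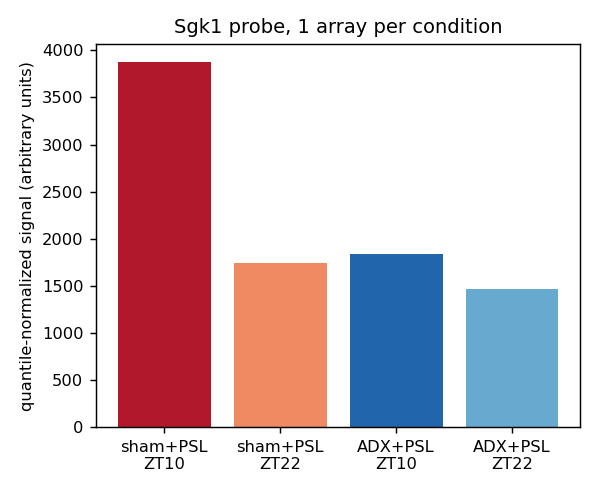
Quantile-normalized signal (arbitrary units) of the *Sgk1* probe, 1 bar per array and 1 array per condition, so that there are no error bars. The bar of sham+PSL at ZT10 stands at 3874 and the others between 1463 and 1843.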

The glucocorticoid-regulated gene *Sgk-1* was included as a diurnal time-dependent spinal gene. 

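The array's *Sgk1* probe, A_55_P2039416, covers 60 bases from 21719507 to 21719566 on chromosome 10 of mm9, within a transcript of the gene. The promoter sequence was not analysed here.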

Since typical glucocorticoid response elements are located in the upstream promoter region of both mouse and human *Sgk-1* genes, we focused on this gene to examine whether SGK-1 was involved in the glucocorticoid-regulated diurnal release of ATP in the spinal cord as well as time-dependent oscillations in the threshold of mechanical allodynia in PSL mice.

The expression of *Sgk-1* mRNA and its protein exhibited a significant diurnal oscillations in both the ipsilateral (*F*_5,24_=33.233, *P*<0.001 for mRNA; *F*_5,24_=4.808, *P*=0.006 for protein) and contralateral (*F*_5,24_=14.996, *P*<0.001 for mRNA; *F*_5,24_=4.591, *P*=0.007 for protein) sides of the spinal cord of male sham+PSL mice (Fig. 4a). However, oscillations were not detected in the ipsilateral (*P*=0.995 for mRNA, *P*=0.979 for protein) side of male ADX+PSL mice (Fig. 4b). Disruption of diurnal variation in *Sgk-1* mRNA levels was also detected in female ADX+PSL mice (Supplementary Fig. 6). The results of the chromatin immunoprecipitation analysis indicated that diurnal oscillations in the spinal expression of *Sgk-1* were associated with enhanced binding of the GCR to the promoter region of the gene (Fig. 4c). The induction of the spinal expression of *Sgk-1* and enhancements in GCR binding to the promoter region were also detected when male ADX+PSL mice were subcutaneously administered with 30 mg kg^−1^ CORT (Supplementary Fig. 7). The single intrathecal injection of the SGK-1 inhibitor GSK650394 (0.5 nmol per mouse) to male sham+PSL mice increased the threshold of mechanical allodynia (*F*_9,40_=8.876, *P*<0.001; Fig. 4d), and this was accompanied by the suppression of extracellular ATP release in the spinal cord (*F*_3,16_=12.454, *P*<0.001). Furthermore, the intrathecal injection of GSK650394 (0.5 nmol per mouse) to male ADX+PSL mice prevented the CORT-induced decrease in the threshold of mechanical allodynia (*F*_23,96_=3.599, *P*<0.001), as well as spinal ATP release (*F*_7,36_=5.735, *P*<0.001; Fig. 4e). Similar inhibitory effects of GSK650394 on CORT- or PSL-induced mechanical allodynia were also observed in female mice (Supplementary Fig. 5). These results suggest that the glucocorticoid-induced exacerbation of neuropathic pain hypersensitivity depends on SGK-1.

### SGK-1 mediates the glucocorticoid-enhanced ATP release from astrocytes

In an attempt to identify the types of cells expressing SGK-1, we performed double immunofluorescence labelling for SGK-1 and cell type-specific markers: for neurons, neuronal nuclei (NeuN); for microglia, CD11b; and for astrocytes, glial fibrillary acidic protein (GFAP). In the dorsal horn of the spinal cord in male sham+PSL mice, cells showing SGK-1 immunofluorescence were not double-labelled for NeuN or CD11b (Fig. 5a). Instead, most SGK-1-positive cells were double-labelled with GFAP, and their number in the dorsal horn was significantly higher at ZT10 than at ZT22 (51.78±6.11% for ZT10; 20.42±4.22% for ZT22; *n*=5, mean±s.e.m.; *t*_8_=4.031, *P*=0.004, unpaired *t*-test, two-sided). Consistent with previous observation^14^, the immunoreactivity of GFAP were significantly increased in the ipsilateral spinal cord of male sham+PSL mice, whereas the number of GFAP-positive cells were similar between the two time points (Supplementary Fig. 8). Therefore, SGK-1 in the spinal cord of PSL mice appears to be mainly expressed in astrocytes and exhibits diurnal variation. The treatment of primary cultures of astrocytes with 100 ng ml^−1^ CORT significantly induced the expression of *Sgk-1* mRNA (*F*_11,48_=25.461, *P*<0.001; Fig. 5b), and this was suppressed by a concomitant treatment with the GCR antagonist RU486 (*F*_2,12_=55.500, *P*<0.001; Fig. 5c). The treatment with CORT for 4 h also enhanced ATP release from astrocytes (*F*_5,24_=6.175, *P*=0.017; Fig. 5d). The enhancing effects of CORT appeared to be mediated by SGK-1, because the treatment of cells with GSK650394 resulted in the suppression of the CORT-induced release of ATP (*P*<0.01). The ability of SGK-1 to enhance ATP release from astrocytes was further confirmed by the transfection of cells with *Sgk-1*-expressing vectors (Fig. 5e). The amount of ATP released from *Sgk-1*-expressing vector-transfected cells was approximately five-fold higher than that from empty (pcDNA3.1) vector-transfected cells (*F*_2,12_=13.508, *P*=0.002). The enhancing effect of SGK-1 was also prevented in cells treated with GSK650394 (*P*<0.05).

### SGK-1 enhances ATP release from astrocytes via pannexin-1

Several possible pathways have been suggested for ATP release in astrocytes^30^,^31^. To identify which pathway is involved in the SGK-1-induced enhancement in ATP release, we tested the sensitivity of CORT-treated astrocytes to inhibitors on the proteins contributing to possible ATP-releasing pathways. As demonstrated above (Fig. 5d), a significant increase in ATP release from astrocytes was detected when cells were treated with 100 ng ml^−1^ CORT for 4 h (*P*<0.05, *F*_9,45_=3.094, *P*=0.005; ANOVA with Tukey–Kramer's PHT; Fig. 5f). We then investigated the effects of different inhibitors by adding them to media at concentrations that were previously reported to be effective. The CORT-induced enhancement in astrocytic ATP release was unaffected by the treatments with 10 μM verapamil (*P*=0.999) or 1 mM probenecid (*P*=0.998), which are known to inhibit the transporting activity of p-glycoprotein^32^ and multidrug resistance protein 1 (ref. 33), respectively. Similarly, the treatment of cells with 200 μM glibenclamide, an inhibitor of the cystic fibrosis transmembrane conductance regulator anion channel^34^, also failed to prevent the CORT-induced enhancement in ATP release (*P*=0.999). An inhibitor of the P2X_7_ receptor (ref. 35), brilliant blue G (1 μM), did not have a significant effect on the release of ATP (*P*=0.778). Max-ion channels are shown to be responsible for the hypotonicity-induced ATP release from mouse astrocytes^36^. However, the treatment of cells with 50 μM GdCl_3_, an inhibitor of max-ion channels, did not suppress the CORT-induced enhancement in ATP release (*P*=0.989). Although no significant effects were observed when cells were treated with 2 mM 1-octanol (*P*=0.971), an inhibitor of connexins^37^ or 100 μM carbenoxolone (*P*=0.786), an inhibitor of both connexins and pannexins^38^, the selective pannexin-1 inhibitor, ^10^Panx-1 (100 μM) (ref. 39), significantly inhibited CORT-enhanced astrocytic ATP release (*P*<0.05). Since ^10^Panx-1 also inhibited the enhancement effects of SGK-1 on the astrocytic ATP release (Supplementary Fig. 9a; Supplementary Method), we further investigated the ability of this channel to mediate ATP release in response to glucocorticoids.

The treatment of primary cultured astrocytes with 100 ng ml^−1^ CORT for 4 h did not change the protein levels of pannexin-1 (Fig. 6a) despite enhancing ATP release (*t*_8_=3.087, *P*=0.021; unpaired *t*-test, two-sided). On the other hand, the downregulation of this hemichannel by siRNA (Fig. 6b) significantly attenuated the CORT-induced enhancement in ATP release from astrocytes (*F*_3,16_=19.130, *P*<0.001; Fig. 6c). The transfection of primary cultured astrocytes with *Sgk-1-*expressing vectors had a negligible effect on the protein levels of pannexin-1 (Supplementary Fig. 9b). Therefore, we considered that CORT-induced SGK-1 to enhance the release of ATP from astrocytes by opening of pannexin-1 hemichannels.

The opening of pannexin-1 is gated by cellular signals such as membrane depolarization and intracellular calcium^40^. Since SGK-1 has the ability to increase the activity of Orai1 (ref. 41), the pore-forming unit of store-operated calcium entry, we investigated whether the inhibition of Orai1-mediated intracellular calcium entry also suppressed the CORT-enhanced release of ATP from astrocytes. The results of a Fluo-8 fluorescence analysis revealed that the treatment of astrocytes with 100 ng ml^−1^ CORT-enhanced store-operated calcium entry (Fig. 6d), and the enhancing effects of CORT were suppressed by treating of cells with 10 μM Cpd5J-4, an inhibitor on Orai1 (ref. 42). This Orai1 inhibitor also prevented the release of ATP from CORT-treated cells (*F*_3,16_=19.323, *P*<0.001; Fig. 6e). Cpd5J-4 exerted similar inhibitory effects on intracellular calcium entry and ATP release were also observed in SGK-1 overexpressing astrocytes (Supplementary Fig. 10; Supplementary Method). These results suggest that glucocorticoid-induced SGK-1 enhances ATP release from astrocytes through pannexin-1 hemichannels gated by store-operated calcium entry.

## Discussion

Although the extracellular ATP release in the spinal cord is considered to activate the microglia and produce neuropathic pain behaviour^9^, the results of the present study suggest that the glucocorticoid-induced release of ATP from spinal astrocytes is involved in the diurnal decrease in the threshold of mechanical allodynia in PSL mice. Astrocytes play an active role in cell-to-cell signalling in the central nervous system through their release of gliotransmitters, which form neuron–glia and glia–glia networks^31^,^43^. Astrocytes have been shown to release ATP in response to mechanical stress, osmotic swelling, the deprivation of extracellular calcium, and stimulations with noradrenaline, nitrogen monoxide and uridine triphosphate^31^. In addition to these endogenous compounds, we found that glucocorticoids enhanced astrocytic ATP release by inducing the expression of SGK-1. A previous study reported that SGK-1 was expressed in both neurons and astrocytes^44^. The L5 spinal nerve ligation (SNL) of male Sprague–Dawley rats is known to induce the phosphorylation of SGK-1 in the ipsilateral dorsal horn without changing its total protein level^45^. Although there is no direct evidence for SGK-1 expression in neural cells in the spinal cord, phosphorylated SGK-1 has been suggested to be associated with mechanical allodynia in SNL rats through the activation of glutamatergic *N*-methyl-D-aspartate receptors^45^. In the present study, we used a PSL model in mice, because they exhibited diurnal oscillations in the threshold of mechanical allodynia^46^. The results of immunofluorescence analysis indicated that SGK-1 in the spinal cord of PSL mice was expressed in astrocytes rather than in neurons. Glucocorticoids have been shown to induce the expression of SGK-1 more selectively in astrocytes than in neurons^44^. We detected coincident immunoreactivity for SGK-1 and GFAP in the spinal cord of sham+PSL mice around the peak time of diurnal glucocorticoid secretion. These results indicate that the diurnal expression of SGK-1 in the spinal cord is attributable to its temporal accumulation in astrocytes.

The times of the day-dependent changes in the adrenal secretion of glucocorticoids are controlled by the master circadian clock, which is located in the SCN of the hypothalamus, and, in turn, coordinates various biological processes in peripheral tissues in a diurnal cycle-dependent manner^19^,^20^,^21^. The most parsimonious explanation for our results is that temporal elevations in glucocorticoid levels induce the expression of SGK-1 in spinal astrocytes, thereby enhancing extracellular ATP release through pannexin-1 hemichannels (Fig. 6f). The glucocorticoid-controlled diurnal release of ATP was detected in both contralateral and ipsilateral spinal cords of sham+PSL mice, whereas the number of microglia and expression of the *P2ry12* gene increased only in the ipsilateral side. Consequently, the glucocorticoid-enhanced release of ATP from astrocytes may stimulate P2Y12 receptors on microglia in the ipsilateral spinal cord, which then evoke mechanical allodynia in the nerve-injured hindpaw during a certain time of day.

SGK-1 is a member of the AGC kinase family and participates in the regulation of cell physiology through the phosphorylation of its target proteins^47^. Since elevations in the abundance of the SGK-1 protein in cultured astrocytes had negligible effects on the membrane expression of pannexin-1, this kinase appears to enhance extracellular ATP release through the opening of pannexin-1 hemichannels. The opening of pannexin-1 is known to be gated by various cellular signals^40^. As described above, SGK-1 has the ability to increase the activity of Orai1 (ref. 41). In fact, an inhibitor of Orai1 significantly suppressed the SGK-1-enhanced release of ATP from astrocytes, and this inhibitor also prevented the store-operated calcium entry. Therefore, we suggest that astrocytic ATP release by this mechanism may be responsible for the glucocorticoid-induced decrease in the threshold of mechanical allodynia in PSL mice.

The involvement of GCR in the development of mechanical allodynia has been demonstrated in rats following chronic constriction nerve injury^48^. The development of pain hypersensitivity in chronic constriction nerve injury rats has been implicated in the increase in the spinal expression of GCR, which is induced by interleukin-6 and protein kinase C. We also detected significant elevations in GCR mRNA levels in the ipsilateral spinal cord of male PSL model rats (Supplementary Fig. 11; Supplementary Method); however, an increase in GCR mRNA levels was not observed in the spinal cords of PSL mice (Fig. 2b). It is therefore possible that differences among animal species is reflected in the distinct expression patterns of GCR in the spinal cords of nerve-injured rats and mice. This may also be applicable to the absence of significant alterations in the spinal expression of the P2X4 receptor in PSL mice, because we observed elevations in the mRNA levels of both *P2rx4* and *P2ry12* in the ipsilateral spinal cord in male PSL rats (Supplementary Fig. 11). Consistent with previous findings in rats following SNL^12^,^13^, the development of pain hypersensitivity in PSL rats also appears to be associated with the activation of P2X_4_ and P2Y_12_ receptors in the spinal cord. Alternatively, we detected elevations in *P2rx4* mRNA levels in the ipsilateral spinal cord of C57BL mice following L4 spinal nerve transection (Supplementary Fig. 12; Supplementary Method). The transection of spinal nerves also tended to increase *P2rx4* mRNA expression in the ipsilateral spinal cord of ICR mice. In addition to the animal species and strain, the spinal expression of the P2X_4_ receptor may also be dependent on the nerve injury procedures.

A recent study has demonstrated that microglial involvement in mechanical allodynia is dependent on sex^49^. Nerve-injured female mice achieve similar levels of pain hypersensitivity as those in males, but this may be caused by proalgesic mediators released from T cells^49^. We also found that diurnal variation in the threshold of pain hypersensitivity of female sham+PSL mice was dependent on diurnal oscillation in glucocorticoid levels (Supplementary Fig. 1). Glucocorticoids also play a key role in conveying circadian signals from the SCN to the immune system^50^. Diurnal variations in plasma glucocorticoid levels show a negative correlation with 24-h changes in blood lymphocyte counts^51^. Elevations of glucocorticoid levels decrease the number of lymphocytes in the blood by enhancing the migration of these cells to tissues^52^. Time-dependent elevations in plasma CORT levels may also enhance the infiltration of immune cells into the inflammatory sites during a certain time of day, which causes diurnal variations in pain hypersensitivity in nerve-injured female mice. In addition to this possible mechanism, ATP release in the spinal cord appears to be partially involved in the mechanism underlying PSL-induced mechanical allodynia in female mice. As observed in males, female sham+PSL mice also exhibited diurnal variations in ATP concentrations in the CSF, accompanied by elevations in *P2ry12* mRNA levels in the ipsilateral spinal cord (Supplementary Fig. 3 and Fig. 4). Although the anti-allodynic effects were less as compared with those observed in males, the P2Y12 receptor antagonist AR-C69931 or SGK-1 inhibitor GSK650394 alleviated CORT- and PSL-induced mechanical allodynia in female mice (Supplementary Fig. 5). Taken together, glucocorticoids may also govern diurnal variations in pain hypersensitivity in female PSL mice by controlling extracellular ATP release in the spinal cord and activation of the P2Y_12_ receptor.

In clinical situation, high doses of synthetic glucocorticoids are used in the management of neuropathic pain^53^. Synthetic glucocorticoids are considered to reduce the symptoms of neuropathic pain through their anti-inflammatory and immunosuppressive actions. On the other hand, the role of endogenous glucocorticoids in nerve injury-induced pain hypersensitivity had been enigmatic. Under certain conditions, physiological levels of endogenous glucocorticoids have enhancing effects on the immune system^54^, while similar levels of glucocorticoids suppress autoimmune and inflammatory reactions under other conditions. These differential effects of glucocorticoids on the immune system may be due to the differences in the duration of their exposure^55^.

Diurnal rhythms in pain hypersensitivity have been demonstrated clinically^1^,^2^,^3^,^4^,^5^,^6^. However, the temporal pattern of the exacerbation of pain is distinct in a manner that is dependent on the cause of the pain. For example, cancer-associated pain is exacerbated around the morning^1^ or during the daytime^2^, but the intensity of spontaneous pain in patients with diabetic neuropathy or post-herpetic neuralgia has been reported to decrease during the night^4^. Although the rhythmic phase of adrenal glucocorticoid secretion is controlled by the circadian clock machinery, the secretion pattern is sometimes modulated under pathological conditions^56^,^57^. The understanding of such patterns is necessary for research on the mechanisms and triggers of chronic pain, and for appropriate patient care, including optimal timing of analgesic treatment. Our findings reveal an unappreciated circadian machinery affecting pain hypersensitivity caused by peripheral nerve injury, and also provide novel approaches to the management of chronic pain.

## Methods

### Animals and treatments

Male ICR mice (5–6 weeks old) were housed in groups (from 6 to 10 per cage for mice and from 3 to 4 per cage for rats) in a light-controlled room (lights on from ZT0 to ZT12) at 24±1 °C and humidity of 60±10% with food and water *ad libitum*. We prepared ADX mice under sodium pentobarbital (40 mg kg^−1^, i.p.) and isoflurane anaesthesia. The adrenals were removed via a dorsal approach using an aseptic technique. ADX mice were given 0.9% NaCl to drink during the duration of the experiment. Sham adrenalectomy was performed using the same procedure to expose the adrenals without their removal. Mouse models of PSL were also prepared under anaesthesia. The right thigh was shaved and the sciatic nerve was exposed through an incision. Half of the nerve was tightly ligated with 8-0 silk thread and the wound was sutured (Ipsilateral side; right hindpaw). The sciatic nerve of the left hindpaw was also exposed by the same procedure; however, the wound was sutured without nerve ligation (Contralateral side; left hindpaw). ADX+PSL mice were anaesthetized and an osmotic pump (Model 2001, Alzet, Alza Corp., Palo Alto, CA) was implanted in the subcutaneous pocket over the back. These osmotic pumps were designed to deliver a flow rate of 1 μl h^−1^ for 7 days and were filled with CORT dissolved in water and propylene glycol (1:1 volume) with 5% DMSO and 5% ethanol. AR-C69931 (AdooQ Bioscience, Irvine, CA), AZD6140 (Cayman Chemical, Ann Arbor, MI), and TNP-ATP (Sigma-Aldrich, St Louis, MO) were dissolved in phosphate-buffered saline (PBS) with 0.01% DMSO and 0.01% ethanol. A solution of MRS2578 (Sigma-Aldrich) was prepared by dissolving in 5% DMSO and 95% olive oil. Drugs were intrathecally injected using a 30-gauge needle. A volume of 10 μl drug solution was injected over 30 s. All experimental procedures were performed under the approval and guidelines of Kyushu University.

### Measurement of plasma CORT levels

Blood samples were drawn by orbital sinus collection and plasma samples were obtained after centrifugation at 3,000 r.p.m. for 3 min. CORT concentrations were measured using a corticosterone enzyme immunoassay kit (Cayman Chemical) validated for mouse plasma samples according to the manufacturer's protocol.

### Assessment of mechanical allodynia

To assess mechanical allodynia, mice were placed individually in an opaque plastic cylinder, which was placed on a wire mesh and habituated for 0.5 h to allow acclimatization to the new environment. Calibrated von Frey filaments (0.02–2.0 g, North Coast Medical) were then applied to the plantar surfaces of the hindpaws of mice. The paw withdrawal threshold was evaluated using the up-down method^12^,^13^. Observers were blinded to the drug treatment.

### Quantitative RT-PCR analysis

To extract mRNA from the spinal cord of mice, contralateral and ipsilateral spinal slices from lumbar segments L4 to L5 were prepared. RNA was extracted using RNAiso reagent (Takara Bio Inc., Osaka, Japan). cDNA was synthesized using a ReverTra Ace qPCR RT Kit (Toyobo, Osaka, Japan) and amplified by PCR. A real-time PCR analysis was performed on diluted cDNA samples using the THUNDERBIRDTM SYBR qPCR Mix (Toyobo) with the 7500 Real-time PCR system (Applied Biosystems). Data were normalized using ‘18s' and ‘β-actin' mRNAs as a controls because spinal expression was constant throughout the day. Primer sequences were listed in Supplementary Table 1.

### Western blotting

Nuclear and cytosolic fractions of the spinal cords of mice were prepared at six time points. Membrane and cytosolic fractions of cultured astrocytes were also prepared by the same procedure. A total of 20 μg protein lysates was then resolved by 10% SDS-PAGE, transferred to a PVDF membrane, and probed with rabbit monoclonal antibodies against SGK-1 (1:1,000; ab32374, Abcam, Cambridge, UK), GCR (1:1,000; sc1002, Santa Cruz Biotechnology, Santa Cruz, CA), Pannexin-1 (1:1,000; ab124131, Abcam), Actin (1:1,000; sc1616-HRP, Santa Cruz Biotechnology) or POL2 (1:1,000; sc900, Santa Cruz Biotechnology). The specificities of antibodies for their target proteins have been validated in previous studies^58^,^59^,^60^. Specific antigen–antibody complexes were visualized using horseradish peroxidase-conjugated secondary antibodies and a chemiluminescence reagent (Nacalai Tesque, Kyoto, Japan).

### Measurement of ATP

To determine ATP concentrations in CSF, mice were anaesthetized using isoflurane and oxygen. CSF was collected by direct cisterna-magna puncture and diluted with 10-fold volume of artificial CSF (ACSF). The diluted samples were used for the ATP assay. Samples contaminated with erythrocytes or visibly haemolysed were not used for ATP measurements. To measure extracellular ATP release in the spinal cord, contralateral and ipsilateral spinal slices (500-μm-thick) from lumbar segments L4 to L5 were prepared and incubated in 300 μl of oxygenized ACSF for 20 min. Before and after incubation, 10 μl of ACSF was collected for the ATP assay. The residual slices in ACSF were homogenized and protein concentrations were measured using Lowry's method (DC protein assay; Bio-Rad). An increase in the amount of ATP released from the spinal slices was expressed as nmol mg^−1^ protein. To determine the release of ATP from cultured astrocytes, cells were seeded on 24-well culture plate and then incubated until they were in a semi-confluent state. For assessment of ATP release, culture media were replaced with 500 μl of assay butter containing 125 mM NaCl, 4.8 mM KCl, 5.6 mM D-glucose, 1.2 mM CaCl_2_, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_ and 25 mM HEPES (pH 7.4), and cells were incubated for 30 min. The assay buffer was also collected for the ATP assay. ATP levels were mesured using a bioluminescent ATP assay kit (Promega, Madison, WI). The ectonucleotidase inhibitor 6-*N*,*N*-diethyl-β-γ-dibromomethylene-D-adenosine-5-triphosphate FPL 67156 (ARL 67156 trisodium salt, Sigma-Aldrich) was added to ACSF or the assay buffer (100 μM final concentration) throughout the experiment to decrease ATP hydrolysis.

### Microarray analysis

Spinal slices (500-μm-thick) from lumber segments L4 to L5 were prepared from sham+PSL and ADX+PSL mice at ZT10 and ZT22. Total RNA (250 ng) was extracted from these slices using RNAiso (Takara Bio Inc.). The quality of the extracted RNA was analysed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). cRNA was amplified and labelled using a low-input quick amp labelling kit. Labelled cRNA was hybridized to a 44K Agilent 60-mer oligomicroarray (Whole Mouse Genome Microarray kit version 2.0) according to the manufacturer's instructions. All hybridized microarray slides were washed and scanned using an Agilent scanner. Relative hybridization intensities and background hybridization values were calculated using Agilent Feature Extraction software (version 9.5.1.1). Raw signal intensities and flags for each probe were calculated from hybridization intensities and spot information according to the procedures recommended by Agilent. The raw signal intensities of two samples were log2-transformed and normalized by a quantile algorithm in the ‘preprocessCore' library package of the Bioconductor software. This produced a gene expression matrix consisting of 55,681 probe sets, and differentially expressed genes between samples were selected by calculating *Z*-scores and ratios (non-log-scaled fold change) as follows: for upregulated genes: a *Z*-score of 2.0 or more and a ratio of twofold or more; and for downregulated genes: a *Z*-score of -2.0 or less and a ratio of 0.5 or less.

### Chromatin immunoprecipitation analysis

Cross-linked chromatin in the spinal cord was sonicated on ice, and nuclear fractions were obtained by centrifugation at 10 000*g* for 5 min. Supernatants were incubated with antibodies against GCR (1:500; sc1002, Santa Cruz Biotechnology) or rabbit IgG (1:500; sc66931, Santa Cruz Biotechnology). DNA was purified using a DNA purification kit (Promega) and amplified by PCR for the surrounding GRE in the 5′-flanking region of the *Sgk-1* gene. The primer sequences for amplification of the surrounding GRE were as follows: 5′-CTCACGTGTTCTTGGCATGG-3′ and 5′-TGGCCAAAACTAAGCAAGGC-3′. The quantitative reliability of PCR was evaluated by a kinetic analysis of the amplified products to ensure that signals were only derived from the exponential phase of amplification. This analysis also proceeded in the absence of an antibody or in the presence of rabbit IgG as negative controls. Ethidium bromide staining did not detect any PCR products in these samples.

### Immunofluorescent histochemical staining

Animals were anaesthetized and perfused transcardially with 4% paraformaldehyde in PBS, pH 7.4. The L4 spinal cord was removed and postfixed at 4 °C for 5 h. The postfixed spinal cord was transferred to 15% sucrose in PBS for 24 h and then 30% sucrose in PBS for 24 h. Floating transverse sections (30-μm-thick) were blocked in solution containing 10 % normal goat serum and 0.1% Triton X-100 for 2 h at 4 °C. The sections were then incubated for 48 h at 4 °C with primary antibodies against Iba1 (1:1,000; 019-19741, Wako Pure Chemicals), SGK-1 (1:1,000; ab32374, Abcam), NeuN (1:5,000, MAB377, Millipore Bioscience Research Reagents, Temecula, CA), CD11b (1:500; MCA711G, AbD Serotec, Oxford, UK) and GFAP (1:5,000; 13-0300, Invitrogen, Carlsbad, CA). The specificities of antibodies for their target proteins have been validated in previous studies^12^,^13^,^58^. After washing, the sections were incubated with a fluorescent-conjugated secondary antibody (Alexa 488 or Alexa 546, 1:1,000; Jackson ImmunoResearch, Laboratories, West Grove, PA) at 4 °C for 2 h. The sections were mounted with Vectashield (Vector Laboratories, Burlingame, CA). Fluorescent images were obtained with confocal fluorescence microscopy. The numbers of Iba1-positive microglial cells and GFAP-positive astrocytic cells were quantified with the Image J cell counter analysis tool in defined area of interest on the spinal cord dorsal horn. The score was blinded to sampling times and animal treatments.

### Preparation and treatment of primary cultures of astrocytes

A dissociated cell suspension was prepared from the cerebral cortex of neonatal mouse pups (2 days old). Cells were plated in tissue culture flasks at a concentration of 1 × 10^5^ cells per ml and incubated in DMEM supplemented with 10% fetal bovine serum (FBS) and antibiotics at 37 °C in a humidified 5% CO_2_ atmosphere for 72 h, which allowed the cells sufficient time to adhere and begin multiplying. Medium was changed every 72 h during the growth of cells. After incubating the primary cultures for 7–9 days, medium was changed completely and culture flasks were shaken to remove oligodendrocytes from the cultures. Fresh medium was added to the shaken flasks and the shaking process was repeated at least four times. The purification of primary cultures of astrocytes was confirmed by immunohistochemistry for the expression of GFAP. Astrocytes were treated with CORT for 4-h in the presence or absence of each inhibitor. The *Sgk-1*-expressing astrocytes were prepared by transfecting with Flag-tagged *Sgk-1*-expressing vectors, which were kindly provided by Dr Ono (Kyushu University). Vectors were transfected into cells using a squarewave electroporater (Model CUY21, Nepa Gene, Chiba, Japan). Transfection efficacy was confirmed by immunofluorescent staining by using anti-Flag monoclonal antibodies (F1804, Sigma-Aldrich). Approximately 70% of GFAP-positive cells merged with Flag-tagged SGK-1. Astrocytes were also transfected with 150 pmol siRNA against pannexin-1 (sc61288, Santa Cruz Biotechnology) using Lipofectamine 2000 reagent (Invitrogen Life Technologies) and used for experiments 72 h after transfection. The downregulated efficacy of this siRNA was confirmed, as shown in Fig. 6b.

### Calcium mobilization assay

Astrocytes (2 × 10^4^) were seeded on a 96-well plate. After 24 h, CORT was added to culture media at a final concentration of 100 ng ml^−1^. Four hours after the treatment, cells were loaded with 4 μM Fluo-8 AM (Abcam) in 100 μl of Hank's balanced salt solution containing 20 mM HEPES (pH 7.4) supplemented with 0.04% Pluronic F-127 and 1% FBS at 37 °C for 30 min, followed by a further incubation at room temperature for 30 min. Intracellular calcium mobilization was assessed by monitoring the fluorescence intensity (excitation at 490 nm and emission at 525 nm) using FlexStation 3 (Molecular Devices, Sunnyvale, CA, USA).

### Statistical and data analyses

The values presented are expressed as the means±s.e.m. The significance of the 24-h variations in each parameter was tested by ANOVA. The statistical significance of differences among groups was analysed by ANOVA followed by Tukey–Kramer's PHT. Equal variances were not formally tested. *P*<0.05 was considered significant. No statistical method was used to predetermine sample sizes; however, our sample sizes were similar to those reported in previous studies^13^,^36^,^46^. Experiments were not randomized.

### Data availability

All data supporting the results of the present study are included in the article, either in the main figures or the Supplementary Information Files. Microarray data were submitted to the Gene Expression Omnibus at the National Center for Biotechnology Information (accession # GSE65756).

## Additional information

**How to cite this article:** Koyanagi, S. *et al*. Glucocorticoid regulation of ATP release from spinal astrocytes underlies diurnal exacerbation of neuropathic mechanical allodynia. *Nat. Commun.* **7,** 13102 doi: 10.1038/ncomms13102 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-17, Supplementary Table 1, Supplementary Methods and Supplementary Reference.

## Figures and Tables

**Figure 1:**
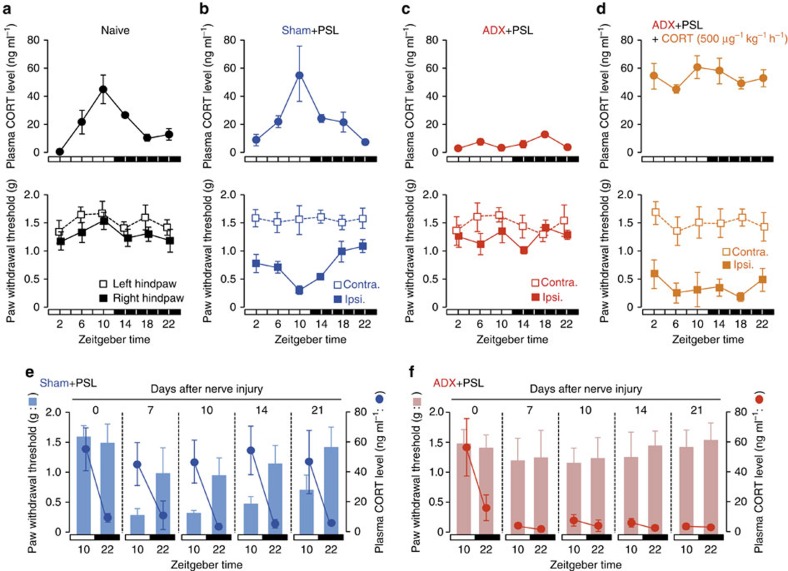
Glucocorticoids regulate the diurnal oscillations in the threshold of mechanical allodynia in PSL mice. (**a**–**d**) Temporal profiles of plasma glucocorticoid levels and the paw withdrawal threshold in naive (**a**), sham+PSL (**b**), ADX+PSL (**c**) and CORT (500 μg kg^−1^ h^−1^)-administered ADX+PSL (**d**) male mice (means±s.e.m.; *n*=5–6). The continuous administration of CORT (500 μg kg^−1^ h^−1^) to ADX+PSL mice was performed by the subcutaneous (s.c.) implantation of an osmotic minipump. The withdrawal threshold of the nerve-injured ipsilateral (ipsi.) right hindpaw and sham-operated contralateral (contra.) left hindpaw of sham+PSL, ADX+PSL, and CORT (500 μg kg^−1^ h^−1^)-administered ADX+PSL mice was assessed by the von Frey up-down method. The withdrawal threshold of the right and left hindpaws of naive mice was also assessed by the same method. Significant time-dependent variations are observed in plasma CORT levels in naive (*F*_5,30_=13.128, *P*<0.001; ANOVA) and sham+PSL (*F*_5,30_=6.592, *P*<0.001; ANOVA) mice, and in the withdrawal threshold of the ipsilateral hindpaw of sham+PSL (*F*_5,30_=5.482, *P*=0.011; ANOVA) mice. (**e**,**f**), An inverse relationship between diurnal oscillations in plasma CORT levels and the paw withdrawal threshold in sham+PSL (**e**) and ADX+PSL (**f**) male mice after nerve injury (means±s.e.m.; *n*=6). Significant time-dependent variations are observed in plasma CORT levels (*F*_7,40_=3.359, *P*=0.008; ANOVA) and in the withdrawal threshold of the ipsilateral hindpaw in sham+PSL (*F*_7,40_=2.655, *P*=0.024; ANOVA) mice. Neither plasma CORT levels (*F*_7,40_=0.926, *P*=0.497; ANOVA) nor the withdrawal threshold of the ipsilateral hindpaw (*F*_7,40_=0.647, *P*=0.715; ANOVA) show significant time-dependent variations in ADX+PSL mice.

**Figure 2:**
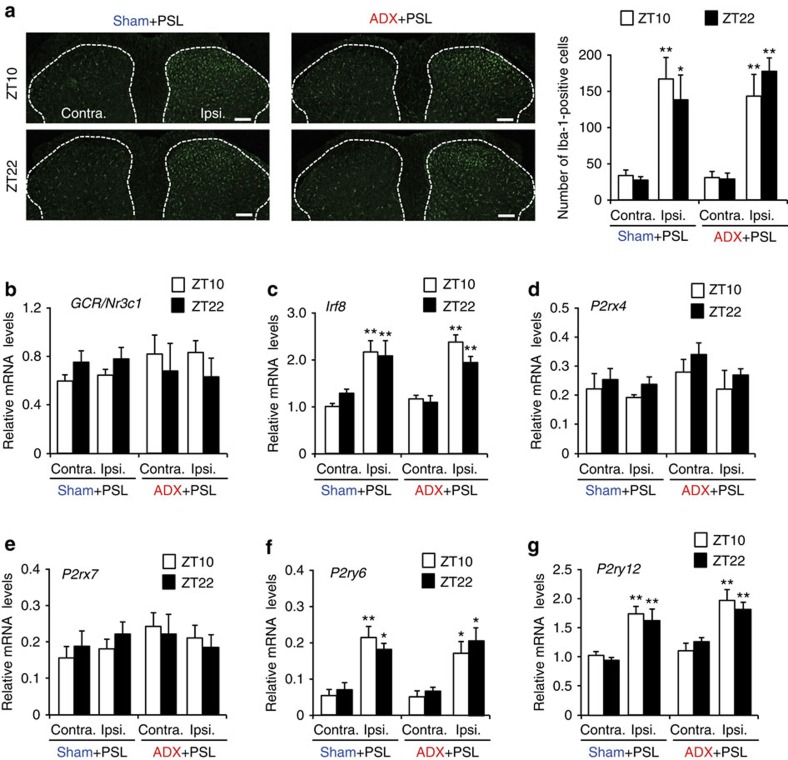
Morphological and molecular alterations in the spinal cords of PSL mice. (**a**) Temporal profiles of Iba1-positive cells in the spinal cords of sham+PSL and ADX+PSL male mice. The dorsal horn areas are surrounded with dashed line. Scale bar, 100 μm. The right panel shows the quantification of the number of Iba1-positive cells (means±s.e.m.; *n*=5). Tukey–Kramer's *post hoc* tests (PHT) shows that the number of Iba1-positive cells in the ipsilateral (Ipsi.) side of sham+PSL and ADX+PSL mice is significantly higher than that in the contralateral (Contra.) side (**P<0.01, *P<0.05), whereas no significant difference is noted in the number of cells between the two time points (*F*_7,32_=6.550, *P*<0.001; ANOVA). (**b**–**g**) Temporal profiles of mRNA levels for GCR/*Nr3c1*, *Irf8*, *P2rx4*, *P2rx7*, *P2ry6* and *P2ry12* in the spinal cords of sham+PSL and male ADX+PSL mice (means±s.e.m.; *n*=5–6). **P<0.01, *P<0.05 significantly different from contralateral sides in the corresponding groups (*F*_7,36_=13.307, *P*<0.001 for *Irf8*, *F*_7,36_=7.586, *P*<0.001 for *P2ry6*, *F*_7,36_=9.544, *P*<0.001 for *P2ry12*; ANOVA with Tukey–Kramer's PHT).

**Figure 3:**
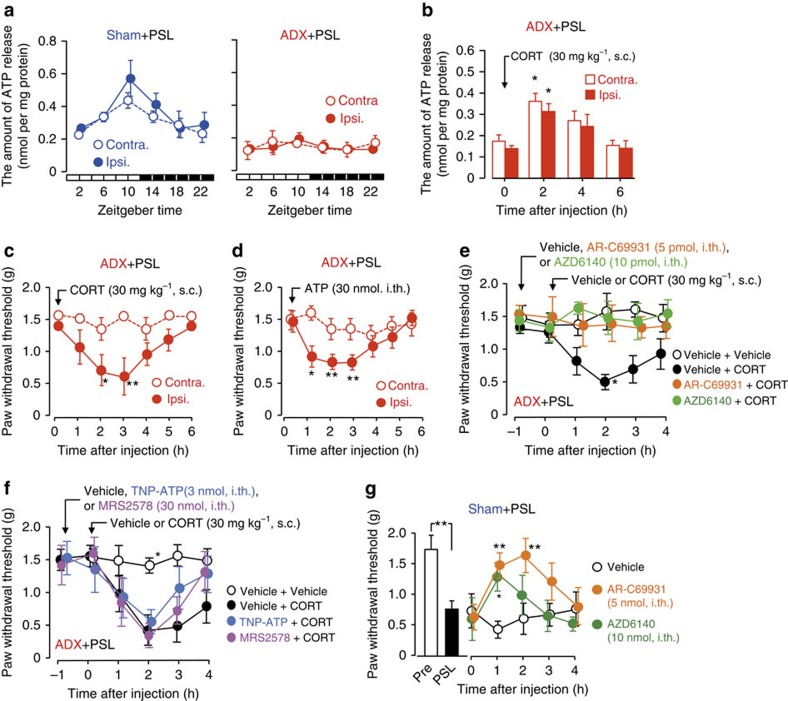
Glucocorticoids decrease the threshold of mechanical allodynia in PSL mice via P2Y_12_ receptor in the ipsilateral spinal cord. (**a**) Diurnal oscillations in ATP release from spinal slices were abrogated by adrenalectomy (means±s.e.m.; *n*=5–6). Significant time-dependent variations are observed in ATP release from the ipsilateral (Ipsi.) (*F*_5,30_=2.552, *P*=0.035; ANOVA) and contralateral (Contra.) sides (*F*_5,30_=2.049, *P*=0.048; ANOVA). (**b**) Subcutaneous (s.c.) administration of CORT (30 mg kg^−1^) to male ADX+PSL mice enhances ATP release from spinal slices (means±s.e.m.; *n*=5). *P<0.05 significantly different from the basal level (*F*_3,16_=3.755, *P*=0.042 for Ipsi.; *F*_3,16_=4.933, *P*=0.018 for Contra.; ANOVA with Tukey–Kramer's PHT). (**c**) Administration of CORT (30 mg kg^−1^, s.c.) to male ADX+PSL mice decreases the withdrawal threshold of the ipsilateral hindpaw (means±s.e.m.; *n*=6). **P<0.01; *P<0.05 significantly different from the basal level (*F*_6,35_=2.356, *P*=0.042; ANOVA with Tukey–Kramer's PHT). (**d**) Intrathecal (i.th.) injection of ATP (30 nmol per mouse) to male ADX+PSL mice decrease the withdrawal threshold of the ipsilateral hindpaw (means±s.e.m.; *n*=8). **P<0.01; *P<0.05 significantly different from the basal level (*F*_6,49_=3.964, *P*=0.002; ANOVA with Tukey–Kramer's PHT). (**e**) The P2Y_12_ receptor antagonists AR-C69931 (5 pmol per mouse, i.th.) or AZD6140 (10 pmol per mouse, i.th.) prevent CORT (30 mg kg^−1^, s.c.)-induced pain hypersensitivity in male ADX+PSL mice (means±s.e.m.; *n*=5–6). *P<0.05; significantly different from other groups (*F*_23,90_=1.012, *P*=0.046; ANOVA with Tukey–Kramer's PHT). (**f**) Effects of antagonist P2X_1–4_ receptors TNP-ATP (3 nmol per mouse, i.th.) or antagonist P2Y_6_ receptor MRS2578 (30 nmol per mouse, i.th.) on CORT (30 mg kg^−1^, s.c.)-induced pain hypersensitivity in male ADX+PSL mice (means±s.e.m.; *n*=5–6). *P<0.05; significantly different from other groups (*F*_23,93_=1.987, *P*=0.014; ANOVA with Tukey–Kramer's PHT). (**g**) The withdrawal threshold of the ipsilateral hindpaw of male sham+PSL mice after the injection of AR-C69931 (5 pmol per mouse, i.th.) or AZD6140 (10 pmol per mouse, i.th.) (means±s.e.m.; *n*=5–6), **P<0.01, *P<0.05 significantly different from vehicle (0.01% DMSO, 0.01% ethanol in PBS)-treated groups (*F*_14,75_=1.965, *P*=0.033; ANOVA with Tukey–Kramer's PHT). Time of drug administration was set at ZT10. All experiments were performed on day 7 after nerve injury.

**Figure 4:**
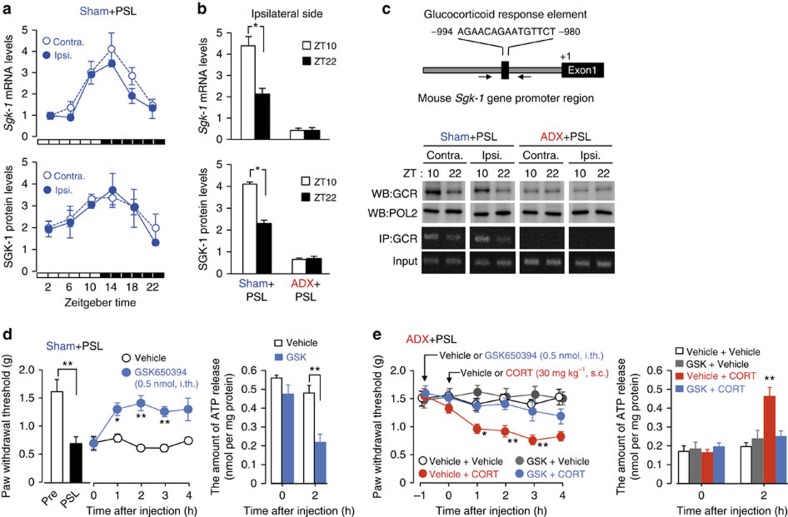
SGK-1 mediates the glucocorticoid-regulated diurnal oscillations in the threshold of mechanical allodynia in PSL mice. (**a**,**b**) Diurnal oscillations in the spinal expression of SGK-1 is dependent on glucocorticoid (means±s.e.m.; *n*=5). Significant time-dependent variations were observed in the levels of *Sgk-1* mRNA and its protein in the contralateral (Contra.) (*F*_5,24_=33.233, *P*<0.001 for mRNA; *F*_5,24_=4.808, *P*=0.006 for protein; ANOVA) and the ipsilateral (Ipsi.) sides (*F*_5,24_=14.996, *P*<0.001 for mRNA; *F*_5,24_=4.591, *P*=0.007 for protein; ANOVA). *P<0.05 significant difference between two time points (*F*_3,16_=105.464, *P*<0.001 for mRNA; *F*_3,16_=670.562, *P*<0.001 for protein; ANOVA with Tukey–Kramer's PHT). (**c**) The temporal binding profiles of the GCR to the *Sgk-1* promoter in the spinal cords of sham+PSL and ADX+PSL male mice. GCR and RNA polymerase 2 (POL2) in the nuclear fraction of spinal cords were detected by western blotting (WB). Immunoprecipitates (IP) with anti-GCR antibodies were subjected to a PCR analysis. Solid line arrows in the upper panel represent PCR amplification areas. Data are representative of three independent experiments. Full-size images of WB are presented in Supplementary Fig. 13. (**d**) The intrathecal (i.th.) injection of the SGK-1 inhibitor GSK650394 (0.5 nmol per mouse) alleviates pain hypersensitivity of the ipsilateral hindpaw in male sham+PSL mice and suppresses of spinal ATP release (means±s.e.m.; *n*=5), **P<0.01, *P<0.05 significantly different from vehicle-treated groups at the corresponding time points (*F*_9,40_=8.876, *P*<0.001 for pain threshold, *F*_3,16_=12.454, *P*<0.001 for ATP release; ANOVA with Tukey–Kramer's PHT). (**e**) The SGK-1 inhibitor GSK650394 (0.5 pmol per mouse, i.th.) prevents CORT (30 mg kg^−1^, s.c.)-induced pain hypersensitivity of the ipsilateral hindpaw in male ADX+PSL mice and suppresses spinal ATP release (means±s.e.m.; *n*=5) **P<0.01, *P<0.05 significantly different from the other groups (*F*_23,96_=3.599, *P*<0.001 for pain threshold, *F*_7,36_=5.735, *P*<0.001 for ATP release; ANOVA with Tukey–Kramer's PHT). The administration time of CORT or GSK650394 was set at ZT10. All experiments were performed on day 7 after nerve injury.

**Figure 5:**
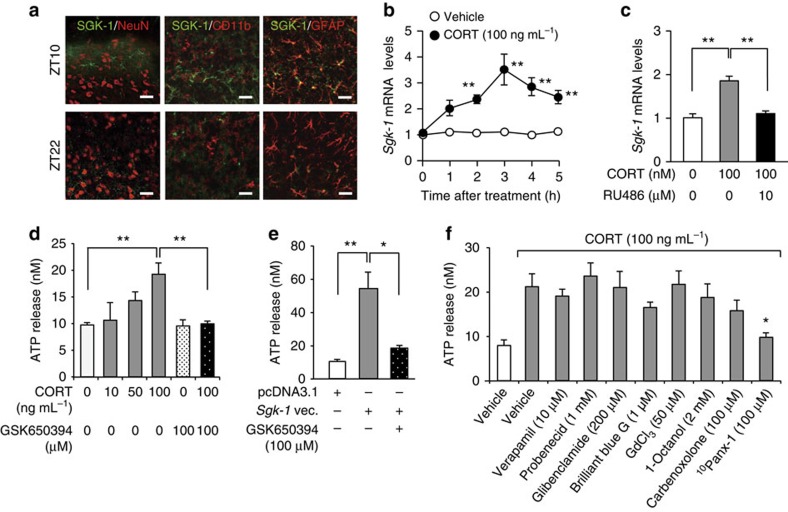
The expression of SGK-1 enhances ATP release from astrocytes. (**a**) Double immunofluorescence labelling of SGK-1 with NeuN, a marker of neurons; CD11b, a marker of microglia; and GFAP, a marker of astrocytes in the ipsilateral spinal slices of male sham+PSL mice at ZT10 and ZT22. SGK-1-positive cells are double-labelled (yellow) with GFAP at ZT10. This experiment was performed on day 7 after nerve injury. Scale bar, 10 μm. Data are representative of five independent experiments. (**b**) Time course of the CORT-induced expression of *Sgk-1* mRNA in primary cultures of astrocytes (means±s.e.m.; *n*=5). **P<0.01 significantly different from the basal level (*F*_11,48_=25.460, *P*<0.001, ANOVA with Tukey–Kramer's PHT). (**c**) The induction of *Sgk-1* mRNA by CORT (100 ng ml^−1^) is inhibited by 10 μM RU486 (means±s.e.m.; *n*=5). **P<0.01 significant difference between two groups (*F*_2,12_=55.500, *P*<0.001, ANOVA with Tukey–Kramer's PHT). (**d**) The SGK-1 inhibitor GSK650394 prevents the CORT-induced release of ATP from primary cultured astrocytes (means±s.e.m.; *n*=5). Cells were treated with CORT for 4 h in the presence or absence of 100 μM GSK650394. **P<0.01 significant difference between two groups (*F*_5,24_=6.175, *P*=0.017, ANOVA with Tukey–Kramer's PHT). (**e**) GSK650394 prevents the SGK-1-induced release of ATP from primary cultured astrocytes (means±s.e.m.; *n*=5). *Sgk-1*-expressing vector-transfected astrocytes were incubated in the presence or absence of 100 μM GSK650394. **P<0.01, *P<0.05 significant difference between two groups (*F*_2,12_=13.508, *P*=0.002, ANOVA with Tukey–Kramer's PHT). (**f**) Effects of inhibitors on candidate pathways for the CORT-induced release of ATP from astrocytes (means±s.e.m.; *n*=5–6 per group). Cells were treated with CORT for 4 h in the presence or absence of each inhibitor. *P<0.05 significant difference from CORT alone-treated cells (*F*_9,45_=3.094, *P*=0.005, ANOVA with Tukey–Kramer's PHT).

**Figure 6:**
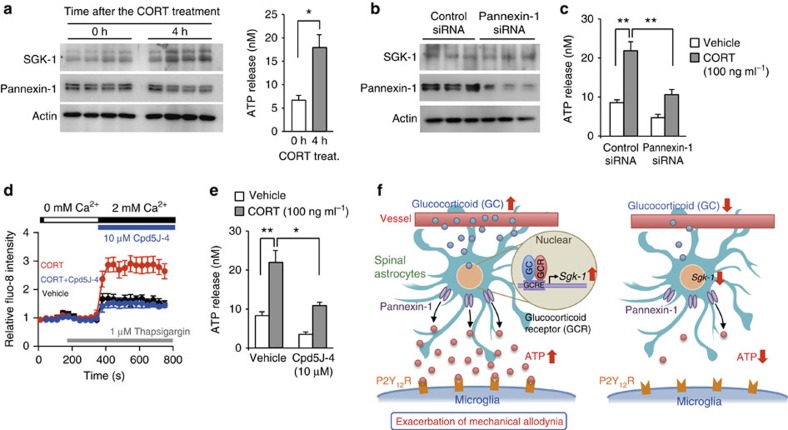
Induction of SGK-1 by glucocorticoid enhances ATP release from astrocytes via pannexin-1 hemichannels. (**a**) Negligible effects of CORT (100 ng ml^−1^) on the expression of pannexin-1 in the membrane fraction of astrocytes (left) and release of ATP (right). Cells are treated with 100 ng ml^−1^ for 4 h. CORT *P<0.05 significant difference between two groups (*n*=5, means±s.e.m.; *t*_8_=−5.445, unpaired *t*-test, two-sided). Full-size images are presented in Supplementary Fig. 14. (**b**) The downregulation of pannexin-1 in the membrane fraction of astrocytes. Cells are transfected with 150 pmol of siRNA against pannexin-1 or scrambled (Control) siRNA. Protein levels were assessed at 72 h after transfection. Full-size images are presented in Supplementary Fig. 15. (**c**) Effects of the downregulation of pannexin-1 on the CORT-induced release of ATP from astrocytes (means±s.e.m.; *n*=5 per group). Astrocytic ATP release was assessed 4 h after the CORT treatment. **P<0.01 significant difference between two groups (*F*_3,16_=19.130, *P*<0.001, ANOVA with Tukey–Kramer's PHT). (**d**) Tracing of the fluo-8 fluorescence intensity during and after Ca^2+^ depletion in astrocytes treated with 100 ng ml^−1^ CORT in the presence or absence of 10 μM Cpd5J-4 an Orai1 inhibitor (means±s.e.m.; *n*=8 per groups). Average fluorescence before the measurement is set to 1. (**e**) Effects of Cpd5J-4 on the CORT-induced release of ATP from astrocytes (means±s.e.m.; *n*=5 per group). Cells were treated with 100 ng ml^−1^ CORT in the presence or absence of Cpd5J-4 (10 μM) for 4 h. **P<0.01; *P<0.05 significant difference between two groups (*F*_3,16_=19.323, *P*<0.001, ANOVA with Tukey–Kramer's PHT). (**f**) Schematic diagram indicating the glucocorticoid-regulated diurnal oscillations in the threshold of mechanical allodynia in PSL mice. Temporal elevations in glucocorticoid levels induce the expression of SGK-1 in spinal astrocytes, thereby enhancing extracellular ATP release through pannexin-1 hemichannels. ATP released from astrocytes binds to P2Y_12_ receptors on activated microglia. ATP-stimulated P2Y_12_ receptors induce downstream events, which result in a decrease in the threshold of mechanical allodynia.

**Table 1:** Candidates for glucocorticoid-regulated genes in spinal cords of mice.

Genbank accession #	Gene symbol	Gene name	Sham+PSL ZT10/ZT22	ADX+PSL ZT10/ZT22	ADX+PSL/Sham+PSL	Location of GRE in upstream region
NM_010855	Myh4	Myosin, heavy polypeptide 4	213.1	Null	0.009	—
NM_001111293	Xlr5b	X-linked lymphocyte-regulated 5B	43.5	Null	0.063	—
NM_031493	Xlr5c	X-linked lymphocyte-regulated 5C	30.1	Null	0.043	—
NM_009394	Tnnc2	Troponin C2	17.3	1.3	0.133	—
NM_021285	Myl1	Myosin, light polypeptide 1	14.9	0.9	0.156	—
NM_001033350	Bank1	B-cell scaffold protein with ankyrin repeats 1	12.1	Null	0.089	—
NM_001045539	Xlr5a	X-linked lymphocyte-regulated 5A	11.6	Null	0.178	—
NM_175936	Vmn2r81	Vomeronasal 2, receptor 81	5.6	Null	0.126	—
NM_009148	Exoc4	Exocyst complex component 4	5.5	1.0	0.288	—
NM_010378	H2-Aa	Histocompatibility 2, class II antigen A, alpha	4.9	Null	0.163	—
NM_001033238	Cblb	Casitas B-lineage lymphoma b	4.5	1.5	0.474	—
NM_026428	Dcxr	Dicarbonyl L-xylulose reductase	4.4	0.9	0.349	—
NM_021365	Xlr4b	X-linked lymphocyte-regulated 4B	4.3	1.0	0.145	—
NM_007621	Cbr2	Carbonyl reductase 2	4.0	0.9	0.266	—
NM_009405	Tnni2	Troponin I, skeletal, fast 2	3.6	1.0	0.246	—
NM_001081106	Cytl1	Cytokine-like 1	3.2	1.0	0.327	—
NM_029568	Mfap4	Microfibrillar-associated protein 4	2.9	0.9	0.136	—
NM_007409	Adh1	Alcohol dehydrogenase 1	2.5	1.3	0.249	—
NM_001081643	Xlr3b	X-linked lymphocyte-regulated 3B	2.4	0.8	0.442	−
NM_001161845	Sgk-1	Serum- and glucocorticoid-inducible kinase-1	2.2	0.8	0.584	−994 to −980 bp
NM_015776	Mfap5	Microfibrillar-associated protein 5	2.0	0.8	0.084	—
NM_001099299	Ajap1	Adherens junction associated protein 1	1.8	0.9	0.603	—
NM_008788	Pcolce	Procollagen C-endopeptidase enhancer protein	1.8	1.0	0.250	—
NM_001012518	Ehmt1	Euchromatic histone methyltransferase 1	1.8	1.1	0.726	—
NM_178598	Tagln2	Transgelin 2	1.7	0.9	0.624	—

Values of ADX+PSL/Sham+PLS were calculated by mean expression levels in ADX+PSL mice between ZT10 and ZT22 being divided by the mean expression levels in sham+PSL mice between ZT10 and ZT22.

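From the normalized levels of the 4 arrays, this ratio could be formed for 18 of the genes on their brightest probes, and lay between 0.084 for *Mfap5* and 0.953 for *Ajap1*. It was 0.589 for *Sgk1*, with a range of 0.583 to 0.595 over the alternatives of normalization and background correction. It was 0.137 for *Mfap4*, 0.250 for *Pcolce*, 0.133 for *Tnnc2* and 0.444 for *Xlr3b*. It was 0.928 for *Exoc4* and 0.895 for *Cblb*. *Myh4*, *Xlr5a*, *Xlr5b*, *Xlr5c*, *Vmn2r81* and *H2-Aa* were not well above background on either ADX+PSL array, and their sham+PSL means were at least 23.3-fold, 5.25-fold, 4.77-fold, 5.12-fold, 2.40-fold and 3.96-fold higher, respectively. No ratio was formed for *Bank1*, whose brightest probe was not well above background on either sham+PSL array. The ZT10/ZT22 ratio in ADX+PSL lay between 0.753 for *Adh1* and 1.33 for *Mfap5* over the genes measured on both ADX+PSL arrays.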

How the deposited data were processed for this re-analysis (not part of the article)

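The study measured spinal mRNA of male ICR mice on day 7 after nerve injury, in 4 conditions: sham+PSL at ZT10, sham+PSL at ZT22, ADX+PSL at ZT10 and ADX+PSL at ZT22, with 1 Agilent whole mouse genome array each. The 4 arrays lay on 1 slide, so that any slide effect is common to all of them and no slide block was fitted. The paper's text does not name the number of mice behind each RNA, nor which side of the cord the slices came from.

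The authors deposited, for each array, the spot intensities of the Feature Extraction software: a processed signal that is background-corrected and detrended within the array and not normalized between arrays, its error, the raw mean and background intensities of the spot, and flags. The software version in the file headers is another than the one the methods name. The authors also deposited a table of intensities on the linear scale that are quantile-normalized over the 4 arrays, with the spots of each probe combined. Each array had 44397 spots, of which 1377 were controls, and the remaining 43020 spots made up 39429 probes. Of these probes, 399 were printed 10 times. No spot was saturated. Well above background were 27097 probes (68.7%) in sham+PSL at ZT10, 26387 (66.9%) in sham+PSL at ZT22, 27652 (70.1%) in ADX+PSL at ZT10 and 25658 (65.1%) in ADX+PSL at ZT22. Between 15.3% and 21.8% of the spots held a surrogate value that the software sets for spots at background. Among the probes printed 10 times and well above background, the SD of the log2 signal between spots had a median between 0.044 and 0.060 per array. The spot errors given for log2 ratios are taken from the software's error and not from these SDs. The number of arrays limits the precision of every comparison.

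The processed signal of the spots that are not controls was log2-transformed and quantile-normalized over the 4 arrays with limma 3.58.1 in R 4.3.3, and the spots of each probe were averaged. Further steps used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. A probe was counted as higher at a Z-score of 2 or more and a ratio of 2 or more, and as lower at a Z-score of -2.0 or less and a ratio of 0.5 or less, if it was well above background on the brighter array. The paper's text does not define the Z-score, which was taken as the log2 ratio minus its mean, divided by its SD, over all probes. The 3 criteria were these limits in sham+PSL, neither limit passed in ADX+PSL, and a mean ADX+PSL level under the mean sham+PSL level. A ratio was formed where both levels were well above background. Where 1 of them was not, a lower bound was formed with the lowest signal called well above background on that array, and where neither was, no ratio was given.

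Genes named are those of Table 1, the other genes whose level the paper reports or discusses, members of the gene lists, the 10 genes outside Table 1 with the largest sham+PSL ratio among those meeting the criteria, the 5 with the largest ratio for each other array taken as the high array, and the 10 with the smallest p in each additive fit. The probe of a gene was the one with the accession of Table 1, or else the one with the highest mean level. Probe accessions were matched to gene symbols of the RefSeq annotation of GRCm38.p6, which gave a symbol for 26755 probes and for 25 of the 25 accessions of Table 1. Coordinates are those of mm9, as in the deposited annotation of the probes.

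Gene lists for the clock, the glucocorticoid response, fast skeletal muscle, meningeal fibroblasts, Schwann cells and nerve roots, red blood cells, B cells and antigen presentation, the *Xlr* family, astrocytes, microglia, neurons, motor neurons, oligodendrocytes, immediate early genes, nerve injury, heat and cold shock, and the sex chromosomes were compared with 10000 random lists of the same size, matched in 10 bins of mean level. Genes that share a probe were counted once. The percentile of a list's median among random lists describes these arrays and is no test between conditions.

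An additive model of operation and time point was fitted with limma to the 28845 probes well above background on at least 1 array, with Benjamini-Hochberg adjustment and 1 residual degree of freedom. In this model the difference between the time effects of the operations is taken as the error. The gene lists, the rules for naming genes, the settings and the alternatives were chosen before the data were examined, apart from those named below as chosen later. The alternatives were quantile normalization of each operation's arrays as a pair, a shift by the 75th percentile, no normalization between arrays, normexp background correction (offset 50), the mean signal without background correction, the authors' normalized table, the removal of outlier spots, the mean over a gene's probes, other filters on background, Z-scores within 20 bins of intensity, ratios without a Z-score, a ratio limit of 1.5, other limits for the criteria on ADX+PSL arrays, an intensity trend, the fit without the other factor, and each array left out in turn.

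The steps were tested on simulated data. With 200 probes raised 4-fold on the sham+PSL ZT10 array among 39429, the criteria found 199 of them and 70 unchanged probes. The raised probes were drawn from those well above background on all 4 arrays, and the noise was normal. Of the 445 probes that passed in the real data, 59 were well above background on all 4 arrays, so these numbers do not describe the dim ones. Lists of 20 changed and 20 unchanged probes lay at the percentiles 100 and 14.1. With 200 of 28845 probes changed by 3 on the log2 scale between operations, the additive fit called 181 of them and 51 unchanged probes, which are 22.0% of its 232 calls and above the 5% that the adjustment aims at, and it called 0 probes for the time effect. With an intensity trend it called 197 of them and 133 unchanged probes, and 121 unchanged probes for the time effect. The simulation drew its spread in bins of intensity, and the fits did not hold the false share in it. No other experiment of the paper was analysed here.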

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

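The tests of meninges and nerve root, of blood and of histocompatibility haplotypes, and the selection of the genes changed at least 2-fold in both operations, were chosen only after the result was seen, whereas the test of muscle was written before. The median of the 5 brightest muscle genes was also looked at only after the count was seen.

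Fast skeletal muscle genes outside those the paper lists were higher on the sham+PSL ZT10 array, with a median log2 difference of 0.61 from the mean of the other 3 arrays over 16 genes, above 100% of random lists. This is a signal in genes the paper does not discuss. Of the 16 genes, 12 were higher on the sham+PSL ZT10 array than on each other array, and the median between the sham+PSL arrays was 0.72. The result may come from skeletal muscle carried over into that slice. Other values do not speak for this explanation. The 5 brightest of these genes that are well above background on all arrays (*Eno3*, *Cox6a2*, *Mybpc1*, *Atp2a1* and *Acta1*) had a median log2 ratio of 0.09 between the sham+PSL arrays, although they also have a level on the other arrays that would hide a small addition. *Ckm* reached a level of 24.1, and *Mylpf* was not well above background on any array. Signals well above background on all 4 arrays were seen for 12 of the 16 genes. Whether the spinal cord itself is their source was not tested. A change of muscle genes with time or operation was not tested and stays open.

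The 24 meningeal fibroblast genes had a median log2 difference of -1.56 between ADX+PSL and sham+PSL, below all random lists, in genes of which the paper lists 3. Of the 24 genes, 22 were lower on both ADX+PSL arrays than on both sham+PSL arrays. The most abundant of them moved the same way: *Dcn* had levels of 6864 and 6123 in sham+PSL and of 2266 and 2579 in ADX+PSL, and *Col1a2* had 4763 and 3955 against 1679 and 1809. Schwann cell and nerve root genes had a median of -0.37, with 7 of 10 genes lower on both ADX+PSL arrays. Microglial genes had a shift close to that, with -0.32 and 7 of 13 lower on both ADX+PSL arrays. So did fast skeletal muscle genes outside Table 1, with -0.36 and 6 of 16 lower on both ADX+PSL arrays. Of these 16 genes, 12 were higher on the sham+PSL ZT10 array than on each other array, so their value is not a shift of the operation alone. Smaller shifts in the same direction were seen for nerve injury genes (-0.26), B cell and antigen presentation genes (-0.21), motor neuron genes (-0.17) and clock genes (-0.15). Astrocyte genes had 0.01 and neuronal genes 0.03. Red blood cell genes went the other way, with 0.93, and so did sex chromosome genes (0.17) and heat and cold shock genes (0.07). The 0.93 rests on the sham+PSL ZT22 array, on which all 8 blood genes were lowest, while 7 of the 8 were highest on sham+PSL ZT10. The fibroblast values are consistent with more meninges in both sham+PSL slices than in both ADX+PSL slices, a hypothesis formed from the same data, and the values of the nerve root genes do not single out nerve root. An effect of adrenalectomy on these cells is named by the design and would give the same direction; it was not tested apart from this.

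The red blood cell genes had a median log2 ratio of 3.05 between sham+PSL at ZT10 and at ZT22, above 100% of random lists, a signal in genes the paper does not discuss. All 8 genes measured were lower on the sham+PSL ZT22 array than on each other array. *Hba-a2* had levels of 80982, 12211, 56571 and 47307 in sham+PSL at ZT10, sham+PSL at ZT22, ADX+PSL at ZT10 and ADX+PSL at ZT22. The erythroid genes *Alas2* and *Slc4a1*, which are not haemoglobins, were low on the same array, by at least 0.565 on the log2 scale below the lowest other array. Less blood in the sham+PSL ZT22 slice is a candidate explanation, and a change with time that adrenalectomy removes stays open as untested.

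Among 25012 probes well above background on all 4 arrays, 72 changed at least 2-fold between ZT10 and ZT22 in both operations, 45 in the same direction and 27 in opposite directions. Of the genes with a matched symbol that changed the same way and that the paper does not discuss, *Fggy* was lower at ZT10 in both operations on each of its 4 probes, and the smaller of the log2 changes was 3.21 on the probe where it was largest, 3.03 on the brightest probe and 2.50 on the probe where it was smallest. *1700019G17Rik* was lower by at least 2.50 and *Agxt2l1* was higher by at least 2.82, each on 1 probe. The directions in ADX+PSL rest on the time labels of these arrays. No explanation was tested for these genes. The time point is a biological difference that the design names, and a genetic difference between the mice on the arrays is another.

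Of the genes with a matched symbol that changed in opposite directions, *Gdpd3* had a difference of 9.25 between its log2 ratios in sham+PSL and ADX+PSL, *H2-DMb1* of 7.09, *H2-D1* of 5.37, *H2-Q7* of 5.05 and *Dnajb6* of 3.67 on 1 of its 4 probes. Another *Dnajb6* probe, which overlaps it for most of its length and is no independent measurement, had log2 ratios of 1.78 and -1.62 in sham+PSL and ADX+PSL. The brightest probe of the gene, with -0.01 and 0.03, and a further probe, with -0.02 and 0.10, changed little. Each of the 5 genes was higher at ZT10 in sham+PSL and lower at ZT10 in ADX+PSL on the probes named. The difference was not tested, since there is 1 array per condition. The 5 were taken by the smaller of their log2 changes. Among the other genes with a matched symbol, *Gm765*, *Sgca*, *Cox7b2* and *Olfr558* went the same way. *Ccl9* went the reverse way, with log2 ratios of -2.99 in sham+PSL and 1.10 in ADX+PSL. So did *Cdkn2b* (-1.52 and 1.26), *Oas2* (-1.26 and 1.08), *Spock3* (-1.32 and 1.07) and *Slc4a10* (-1.06 and 1.09). *H2-D1* had levels of 10840 and 951 in sham+PSL and of 1168 and 4245 in ADX+PSL, at ZT10 and ZT22. Between 33 and 38 Mb of chromosome 17 (mm9), the region of the histocompatibility genes, lay 5 of the 27 probes (18.5%), among them those of *H2-DMb1*, *H2-D1* and *H2-Q7* and not those of *Gdpd3* and *Dnajb6*. The region held 0 of the 45 that changed in the same direction, and 222 (0.888%) of the 25012. Different histocompatibility haplotypes of the outbred mice may account for the 5 probes of the region. For the other 22, with *Gdpd3* and *Dnajb6*, no explanation was tested, and the region holds *H2-Aa* of Table 1 as well.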

How the results depend on the processing

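The choice of probe that lies closest to the paper's ratio was chosen only after the result was seen, and so was the choice of which list comparisons to give in detail. The other alternatives were planned. Counts were taken as moved beyond 1.5 times, ratios beyond 1 SD of the software's spot error, and list medians beyond 1 SD of the medians of random lists. Counts of genes here are of the array's gene names. The slide block was not run, since there is 1 slide.

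The ratios of *Sgk1* stayed within the spot error under all 7 alternatives of normalization and background correction. Of 685 other values for named genes under alternatives, 57 moved. A reversal was counted only for time ratios that passed the Z-score and ratio limits in the main setting, and none of these reversed. Ratios near 1 could cross it uncounted. Without normalization between arrays the ADX+PSL ratio as ZT22/ZT10 went from 0.983 to 1.08 for *Cblb* and from 0.989 to 1.07 for *Ajap1*. Of 567 list medians 75 moved without changing sign and 3 reversed. The cause was not tested for the values below, except where fewer probes or a looser limit make the difference by construction.

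With normexp background correction, 141 probes were higher and 166 lower at ZT10 in sham+PSL (607 and 561 in the main setting), 110 higher and 108 lower in ADX+PSL (577 and 459), 94 probes of 91 genes met the criteria (445 and 440), and 108, 82 and 53 passed with sham+PSL ZT22, ADX+PSL ZT10 and ADX+PSL ZT22 as the high array (379, 379 and 291). With the mean signal without background correction, the numbers in the same order were 126, 146, 94, 90, 83, 80, 90, 67 and 37. Under these settings 12 and 11 genes of Table 1 lay within 1.5 times of the paper's sham+PSL ratio (21 in the main setting and 25 with the closest probe). These counts include signals under background, for which no ratio is given elsewhere. With lower bounds in their place, and a bound under the paper's ratio taken as within, 17 and 16 of 24 genes were within (21 in the main setting). The medians of sham+PSL ZT10 over the other arrays outside Table 1 were 0.38 and 0.36 for fast muscle (0.61) and 0.83 and 0.82 for meningeal fibroblasts (1.06), and the additive fit called 10 and 10 probes for the operation and 9 and 8 for the time point.

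With no filter on background, 982 were higher and 986 lower in sham+PSL, 1062 higher and 930 lower in ADX+PSL, and 596, 597 and 542 passed for the other high arrays. With signals well above background required on all arrays of a comparison, by construction fewer probes were left: 132 higher and 202 lower in sham+PSL (39.5% higher, 52.0% in the main setting), 92 and 203 in ADX+PSL (31.2% higher, 55.7% in the main setting), 59 probes of 58 genes for the criteria, 11 genes of Table 1, and 90, 51 and 61 for the other high arrays. The fast muscle median was then 0.45. The looser ratio of 1.5 without a Z-score gave 1454 and 1485 in sham+PSL, 1413 and 1083 in ADX+PSL, 777 probes of 759 genes, and 801, 733 and 515. Z-scores within 20 bins gave 331 higher and 386 lower in ADX+PSL (46.2% higher, a shift of -9.53 points that turns the balance to lower) and 245 for ADX+PSL ZT10 as the high array. An ADX+PSL/sham+PSL ratio of 0.5 or less gave 290 probes of 287 genes, and the corresponding limit 223 for ADX+PSL ZT10. No alternative of normalization moved the share of higher probes by more than 10 points. The largest of these shifts, 9.23 points to 64.9% in ADX+PSL, came with the shift by the 75th percentile and equally without normalization.

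The 3 medians that reversed were that of Schwann cell and nerve root genes for sham+PSL ZT10 over the other arrays, at -0.0331 with genes well above background on all 4 arrays (0.26), that of *Xlr* genes outside Table 1 in sham+PSL, at -0.37 with the same filter, which leaves 1 gene (0.52), and that of astrocyte genes in ADX+PSL, at -0.0063 without normalization between arrays (0.11). Without normalization the glucocorticoid-response medians were 0.31 in sham+PSL (0.23) and 0.17 in ADX+PSL (0.29). Of the clock genes, 0 changed at least 2-fold the same way in both operations, and 10 of 18 had the same sign when any size counted.

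The additive limma fit called 0 of 28845 probes for the operation and 0 for the time point, with smallest adjusted p-values of 0.416 and 0.581. At an unadjusted p under 0.05 there were 1810 probes (6.27%) for the operation and 1428 (4.95%) for the time point. With an intensity trend it called 67 and 26 probes, with probes well above background on all 4 arrays 14 and 13, and without the other factor 6 for the operation. In the simulated data the fit with a trend called 121 probes for a time effect that was not there, so its counts are no evidence of effects. With each array left out in turn, fitted without the other factor and with the lone array assumed to vary like the pair, the counts stayed at 0 to 0. Of 283 values for the 20 probes with the smallest p, 27 passed the limit under an alternative and none changed sign.

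Signal over background limits the ratios of dim genes. On the sham+PSL ZT22 array 6 genes of Table 1 were not well above background on the probe used, and 6 were not on either ADX+PSL array.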

Differences from the paper's values

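The probe closest to the paper's ratio was an alternative chosen only after the result was seen, and the tests of direction of the ADX+PSL column were too.

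The ADX+PSL column of Table 1, which the paper heads as ZT10/ZT22, matches the arrays only in the other direction. On the probes closest to the paper's sham+PSL ratios, chosen after seeing the values, 18 of 18 ratios were equal to the paper's to 1 decimal as ZT22/ZT10 and 5 of 18 as ZT10/ZT22. The *Cblb* probe among them was not well above background at ZT22. On the brightest probes 15 of 18 and 4 of 18 were equal. The values below for that column are therefore on the scale ZT22/ZT10.

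For *Exoc4* the sham+PSL ratio was 1.12 and the paper's is 5.5, and the ADX+PSL/sham+PSL ratio was 0.928 and the paper's is 0.288. None of the alternatives set before the data were examined came within 1.5 times of the paper's values. The closest probe, chosen after seeing the values, gave 5.53 and 0.291.

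For *Cblb* the sham+PSL ratio was 1.10 and the paper's is 4.5, and none of the alternatives set before the data were examined came within 1.5 times of it. The ADX+PSL ratio as ZT22/ZT10 was 0.983 (1.02 as ZT10/ZT22) and the paper's is 1.5. No normalization between arrays (1.08) and the mean over the gene's probes (1.21) came within 1.5 times, and the other alternatives did not. The ADX+PSL/sham+PSL ratio was 0.895 and the paper's is 0.474, and of the alternatives the mean over the gene's probes (0.685) came within 1.5 times. The closest probe, chosen after seeing the values, gave at least 3.52 in sham+PSL, 1.49 for the ADX+PSL ratio and 0.476 for the ratio between operations. Its signal was not well above background on the sham+PSL ZT22 and ADX+PSL ZT22 arrays. The 1.49 and the 0.476 therefore rest in part on such signals.

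For *Ajap1* the sham+PSL ratio was 1.07 and the paper's is 1.8, and the ADX+PSL/sham+PSL ratio was 0.953 and the paper's is 0.603. Of the alternatives set before the data were examined, the mean over the gene's probes came within 1.5 times, with 1.40 and 0.765, and the others did not. The closest probe, chosen after seeing the values, gave 1.82 and 0.604.

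The criteria were met by probes with 440 gene names, and the paper's number of candidates is 25. The 440 include probes and transcripts that lack a gene symbol, so the 2 numbers do not count quite the same thing. None of the 14 alternatives set before the data were examined came within 1.5 times of the paper's number, with a range of 58 to 759 gene names.

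Of the paper's 25 candidates, 19 met the criteria. *Sgk1* and *Mfap5* met them with the ratio alone and with the Z-score within intensity bins, and *Sgk1* also with normexp background correction and with the mean signal without background correction. *Ajap1*, *Pcolce*, *Ehmt1* and *Tagln2* met them only with the ratio limit of 1.5 without a Z-score, under which all 25 did. The paper's own ratios lie under its limit of 2 for 4 of its candidates.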

Other observations

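The tests of noise near background, of probe-specific signal and of the time labels of the ADX+PSL arrays were chosen only after the result was seen, and so were the use of the sham+PSL pair in the test of meninges and the limit of the *Xlr* test to Xlr3, Xlr4 and Xlr5 probes. The tests of *Xlr* probes in other respects, of the glucocorticoid response, of meninges in the sham+PSL ZT10 slice and of time labels by the clock genes were written before.

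The paper focuses on *Sgk1* as a glucocorticoid-regulated gene. If its higher level at ZT10 in sham+PSL were part of a response shared by other target genes and lost with adrenalectomy, the other genes of the list would rise at ZT10 in sham+PSL and not in ADX+PSL. Over 24 glucocorticoid-response genes without *Sgk1* the median log2 ratio was 0.29 in ADX+PSL, above 100% of random lists, and 0.23 in sham+PSL, above 99.99%. In ADX+PSL 21 of 24 genes and in sham+PSL 19 of 24 were above 0. *Plin4* had log2 ratios of 1.63 and 2.97 and *Sult1a1* of 1.15 and 1.58 in sham+PSL and ADX+PSL. Other values of the list go with such a response. Its median was 0.21 for sham+PSL ZT10 over the mean of the other arrays (percentile 100) and -0.10 for ADX+PSL over sham+PSL (percentile 0.04), and 12 of 24 genes were higher on the sham+PSL ZT10 array than on each other array. A response limited to sham+PSL mice and a rise at ZT10 in both operations cannot be told apart, because with 1 array per condition the spread of the list between mice is not known. The ADX+PSL median lies outside the central range of random lists (-0.08 to 0.09) with either order of the time labels. That range holds the spread between genes on these arrays and none between mice, so it does not decide the question. Without normalization between arrays the medians were 0.31 in sham+PSL and 0.17 in ADX+PSL, in the reverse order of size. Whether the time effect of a gene differs between the operations was not tested.

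Of the 445 probes that met the criteria, 74.2% were not well above background on any array but sham+PSL ZT10, and with the other arrays as the high array these shares were 58.6% of 379 probes for sham+PSL ZT22, 74.7% of 379 for ADX+PSL ZT10 and 64.9% of 291 for ADX+PSL ZT22. Probes near background that pass by noise and genes that are silent on the other arrays cannot be told apart by this share, since the criteria themselves ask for low signals on the other arrays. The passing probes well above background on all arrays numbered 59, and 90, 51 and 61 with the other arrays as the high array, in the same order.

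For 7 genes of Table 1 a probe other than the one closest to the paper's ratio was well above background on both sham+PSL arrays, and in 5 of them (*Exoc4*, *Cblb*, *Dcxr*, *Ajap1* and *Tagln2*) it changed by less than 1.5 times or in the other direction. A signal specific to a probe, such as a variant or a splice form, is a candidate explanation for these 5. The probe sequences were not compared with a genome here.

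The *Xlr* probes were compared to test whether near-identical copies share their signal. The sham+PSL log2 ratios of the 5 Xlr3, Xlr4 and Xlr5 probes well above background on both sham+PSL arrays spanned 1.11, with 1.22 and 1.28 for *Xlr3b*, 1.78 and 2.32 for *Xlr4a* and 2.09 for *Xlr4b*, and *Xlr3a* was at least 2.66-fold higher at ZT10. The test as planned took in *Slx*, at -0.37, whose probe shares at most 23 of 60 bases with another. The probe of *Xlr* itself was also lower at ZT10, at -0.74, and shares at most 32 of 60 bases with another. A shared target and a change of several genes of the cluster cannot be told apart. All Xlr3, Xlr4 and Xlr5 probes rose, and a probe's own transcript can lower its ratio. The closest pair of probes from different genes shared 42 of 60 bases, which does not show what each probe binds. A regional difference on chromosome X between the mice was not tested.

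Fibroblast and matrix genes among the candidates were tested for more meninges in the sham+PSL ZT10 slice. Of 21 list genes outside Table 1, 11 were higher on the sham+PSL ZT10 array than on each other array, which is a majority as the test asked. Since the ADX+PSL arrays lie below both sham+PSL arrays, this count rests on the sham+PSL pair, whose median was 0.01, at the percentile 47.5, with genes going both ways from -2.74 (*Slc22a6*) to 1.18 (*Lum*). The 5 brightest genes (*Aebp1*, *Dcn*, *Col1a2*, *Igfbp2* and *Mgp*) had a median of 0.27, a measure looked at after the count was seen, in which a high level on all arrays would hide a small addition. More meninges at ZT10 and a change of single genes cannot be told apart, since the list genes move in both directions.

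Clock genes were used to check the time labels. Of 6 genes whose log2 ratios were beyond the spot error in both operations, 4 (*Nr1d1*, *Dbp*, *Nfil3* and *Ciart*) had opposite signs and 2 (*Per1* and *Per3*) the same. *Nr1d1* had log2 ratios of 1.03 in sham+PSL and -0.75 in ADX+PSL. Of the 72 probes changed at least 2-fold in both operations, 45 changed in the same direction. Exchanged time labels of the ADX+PSL arrays and an effect of adrenalectomy on these genes cannot be told apart, since the genes go both ways and each condition has 1 array. The direction of the ADX+PSL column of Table 1 does not settle it.

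The other lists gave these medians of the log2 ratio of ZT10 to ZT22 in sham+PSL and in ADX+PSL, with the percentile among random lists. Clock genes had 0.09 (90.1) and 0.05 (75.9). Single clock genes ran from -0.37 to 1.03 in sham+PSL and from -1.05 to 0.73 in ADX+PSL, so these medians do not show how far they change. Microglial genes had -0.46 (0) and -0.29 (0), and nerve injury genes -0.32 (0) and -0.16 (0.42). Neuronal genes had 0.17 (99.8) and 0.07 (91.4), motor neuron genes -0.06 (25.1) and 0.14 (92.2), oligodendrocyte genes -0.11 (4.55) and -0.06 (15.2), and astrocyte genes 0.10 (95.7) and 0.11 (97.7), of which the last changes sign without normalization between arrays. Schwann cell and nerve root genes had -0.04 (31.2) and 0.12 (87.9), and B cell and antigen presentation genes 0.02 (51.9) and -0.02 (34.1). Immediate early genes had -0.04 (27.7) and 0.16 (97.2), heat and cold shock genes 0.03 (65.9) and 0.20 (99.7), and sex chromosome genes -0.11 (22.3) and -0.05 (29.6). The *Xlr* family had 2.09 (100) and -0.13 (12.2), with 5 of its 9 genes taken from Table 1, red blood cell genes had 0.07 (80.6) in ADX+PSL, and fast skeletal muscle genes had 0.88 (100) and 0.10 (77.5), with 4 of 20 genes from Table 1.

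Of the other genes whose level the paper reports, the log2 ratios of ZT10 to ZT22 in sham+PSL and ADX+PSL, each with a spot error of about 0.20, were -0.33 and -0.0045 for *Nr3c1*, -0.43 and -0.29 for *Irf8*, -0.01 and -0.14 for *P2rx4*, 0.61 and -1.28 for *P2rx7*, -0.59 and -0.19 for *P2ry6*, and -0.41 and -0.37 for *P2ry12*. They were -0.08 and -0.12 for *Panx1*, -0.22 and 0.10 for *Orai1*, -0.17 and -1.07 for *Gfap*, -0.47 and -0.62 for *Aif1*, -0.27 and 0.01 for *Itgam*, 0.11 and 0.12 for *Rbfox3*, and -0.02 and -0.21 for *Actb*. These are the brightest probes, and other probes of some genes differed from them. Other probes had -0.23 and 0.74 as well as -1.25 and -1.10 for *Itgam*, -0.14 and -0.68 as well as -0.37 and -0.06 for *Gfap*, and -0.24 and -0.31 for *P2rx7*. A further *P2rx7* probe, not well above background on 2 arrays, went the way of the brightest. It was at least 1.98-fold higher at ZT10 in sham+PSL and at least 2.62-fold lower at ZT10 in ADX+PSL. Other probes had -0.45 and -0.28 for *Nr3c1*, 0.24 and -0.03 for *P2rx4*, 0.08 and -0.00435 for *Orai1*, and 0.18 and 0.10 as well as 0.21 and 0.02 for *Rbfox3*.

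With sham+PSL ZT22 as the high array, the largest ratios were at least 53.3 for *Msln*, at least 43.5 for *Dapl1*, 23.7 for *Fam150b*, 18.5 for *A230001M10Rik* and 10.4 for *Aldh1a7*. With ADX+PSL ZT10 as the high array they were at least 11.8 for a probe without a gene name, 8.16 for *Myh6*, at least 8.08 for *Tnnt2*, at least 7.22 for *Gm14743* and at least 6.95 for *7530428D23Rik*. With ADX+PSL ZT22 as the high array they were at least 11.6, 11.2 and at least 10.1 for transcripts without a gene symbol, 11.1 for *1500015L24Rik* and at least 9.93 for *Gm8220*.

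In the additive fit the probes with the smallest p for the operation were those of *1500004A13Rik*, *5830417I10Rik*, *AA275094*, *A630033H20Rik*, *Ly75* and *Foxd1* and a probe without a gene name, not well above background on the ADX+PSL arrays, and those of *D7Ertd128e*, *Slc16a7* and *A330032B11Rik*, not well above background on the sham+PSL arrays. For the time point they were those of *Gm3942* and *AA408954*, higher at ZT10, and those of *Cwc22*, *Ifi203*, *Vti1a* and 5 transcripts without a gene symbol, lower at ZT10. None passed the adjusted limit.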
